# Endurance training promotes chromatin closure and timely repression of the post-exercise immediate early stress response

**DOI:** 10.1016/j.molmet.2025.102206

**Published:** 2025-07-05

**Authors:** Laura M. de Smalen, Volkan Adak, Aurel B. Leuchtmann, Konstantin Schneider-Heieck, Stefan A. Steurer, Christoph Handschin

**Keywords:** Exercise, Endurance training, Skeletal muscle plasticity, Chromatin accessibility, Immediate early genes

## Abstract

**Objectives:**

Endurance training is known to elicit numerous changes in skeletal muscle to enhance performance and function. Many of these adaptations are controlled by the modulation of transcriptional programs in myonuclei. While previous studies have explored alterations in DNA methylation and histone modifications in response to exercise, the specific changes in chromatin restructuring and accessibility, a prerequisite for transcription, are still poorly understood.

**Methods:**

A multi-omics analysis was performed: ATAC-sequencing was used to map chromatin accessibility in myonuclei isolated from endurance-trained and untrained mice at multiple time points (0 h, 6 h, and 72 h) post-exercise. Gene expression was assessed via RNA-sequencing, and motif activity analysis identified regulatory factors involved in exercise-induced chromatin remodeling and transcriptomic response.

**Results:**

Endurance training amplified rapid chromatin closing immediately after exercise, with trained muscle exhibiting a more pronounced loss of chromatin accessibility at 0 h and 6 h post-exercise compared to untrained muscle. These chromatin accessibility changes persisted longer in trained muscle, with significant retention until 72 h post-exercise. Immediate early transcription factors, such as Fos and Jun, showed a training state-dependent shift in activation dynamics. Similarly, specific modulation of genes involved in metabolism, insulin response and angiogenesis was observed.

**Conclusions:**

Endurance training triggers rapid and persistent chromatin remodeling in muscle, contributing to the transcriptional response to exercise. Our findings suggest that training induces long-lasting epigenetic changes, potentially underpinning muscle memory and improved physiological resilience. These new insights into the molecular mechanisms of muscle adaptation help to understand the training response, and might become relevant in disease prevention.

## Highlights

• Endurance training amplifies rapid chromatin closing in myonuclei following an acute bout.
• Training-induced loss of chromatin accessibility can be retained up to 72 h post-exercise.
• The immediate early stress response in trained muscle is repressed in a timely manner.

## 1 Introduction

The inherent high plasticity of skeletal muscle is demonstrated by the adaptive response to endurance exercise training, which include improved vascularization, insulin sensitivity, and mitochondrial biogenesis [1]. This array of adaptations not only facilitates and enhances the execution of future bouts of exercise, but also confers strong health benefits that extend beyond improved physical performance [1,2]. Despite these significant implications, the understanding of molecular mechanisms that drive these changes is limited. Long-term training adaptations are brought about by repeated perturbations of homeostasis evoked by individual acute exercise bouts. A large number of signals contribute to the control of exercise-induced transcriptional programs. For example, changes in energy substrate availability, calcium homeostasis and oxygen levels during exercise are sensed and integrated to activate signaling cascades, which in turn induce specific transcriptional programs and, ultimately, the expression of effector proteins that control the adaptive changes [3,4]. On the transcriptional level, exercise elicits a remarkable burst of gene activity from the onset of exercise until several hours post, with a progressive specification, followed by attenuation within hours to days, depending on training state, exercise modality, intensity and other factors [5,6]. The acute stress imposed by a single exercise bout is in principle similar in both trained and untrained muscle when controlled for load, i.e. running to exhaustion. However, their transcriptional responses present intriguing differences. Disparities are apparent in both the types of genes that are activated or repressed, the time point of engagement, and the magnitude of modulation [5,[7], [8], [9]]. For example, genes associated with an inflammatory response are inhibited upon training, whereas oxidative respiration genes and different fiber type markers are activated [8]. Importantly, trained muscle also portrays a time shift towards faster induction and altered amplitudes [5]. Altogether, these observations suggest a progressive fine-tuning of transcription that helps to precisely control adaptations of muscle to exercise as opposed to a more general stress response in the first exercise bouts in an untrained muscle [6,10]. Specification of transcriptional signatures requires multi-layered epigenetic reorganization. Modifications of histones and DNA help to dictate chromatin structure and recruitment of regulatory proteins such as transcription factors, thereby by proxy affecting gene expression [11]. Changes in the muscular epigenetic landscape via DNA methylation can be rapidly made and reverted back to baseline, while others can be retained in muscle over weeks in acute and chronic exercise contexts [[12], [13], [14], [15]]. In addition, multiple histone modifications have been associated with training status [16,17]. So far, chromatin accessibility, a crucial rate-limiting step for transcription, has not been comprehensively studied in the context of exercise training. It is thus not understood to what degree muscle chromatin configurations are altered after exercise and if they differ depending on the training status. Furthermore, it is unknown if these changes persist beyond the acute post-exercise phase when transcription is reverted to baseline levels, and whether temporal shifts in chromatin remodeling are at play.

To elucidate the genome-wide temporal dynamics of chromatin accessibility for gene expression in the response to acute and chronic exercise, we utilized an assay for transposase-accessible chromatin combined with sequencing (ATAC-seq). These data were derived from muscle of endurance trained and untrained mice that were sacrificed in a temporal manner, specifically in the early (0 h and 6 h) and late phase (72 h) after an exercise bout. The heterogeneous make-up of skeletal muscle tissue, comprising various resident and infiltrating mononuclear cells besides multinucleated myofibers, imposes a level of complexity in understanding epigenetic regulation of the exercise-induced transcriptomic response [18]. To gain more specific insights, we therefore isolated myonuclei from the muscles of these mice, enabling the generation of myofiber-specific ATAC-seq data. We furthermore found a subset of genes in bulk RNAseq that is affected by differential chromatin accessibility and studied the expression of these genes to associate the transcriptional response post-exercise to altered chromatin conformations. Finally, we employed motif activity analysis to predict key transcription factor regulators on chromatin regions that underwent changes in accessibility. The combination of these approaches revealed new insights on the regulatory landscape of exercise and training adaptation.

## 2 Methods

### 2.1 Animals

C57/Bl6 wild-type (WT) mice were purchased from Janvier Labs. Mice were housed in an animal facility with a 12 h night/day cycle, with free access to food and water. Male mice were used at 22–26 weeks of age at sacrifice. All animal experiments were approved by the veterinary office of the canton Basel-Stadt in Switzerland, following federal, cantonal and institutional guidelines (Switzerland, Basel-Stadt and University of Basel, respectively).

### 2.2 Performance testing

Mice were acclimatized to the treadmill in anticipation of the maximal performance tests for 3 days, up to a maximal speed of 10 m/min within 20 min. Maximal performance was tested in a maximal capacity test on a treadmill at a 5° inclination. After 5 min at a starting speed of 8 m/min, the treadmill speed was increased by 2 m/min every 5 min, up to a maximal speed of 30 m/min, until mice reached exhaustion. VO2peak of a subset of mice was determined after 12 weeks of training using a short ramp protocol in which speed was increased by 0.03 m/min/s, as described in ref. [19].

### 2.3 Exercise training

At the age of 12 weeks, mice were randomly assigned to the training intervention group and placed in cages equipped with running wheels. Running wheel use (number of wheel turns) was recorded for the first 11 weeks of training. The endurance exercise training intervention lasted for 12 weeks total. Maximal performance tests were carried out at the end of these 12 weeks without a rest period. This last test was the acute bout of exercise after which trained and untrained control mice were sacrificed at 0 h, 6 h, or 72 h post-exercise.

### 2.4 Immunoblotting

*Quadriceps* muscles were crushed and homogenized in protein lysis buffer using Lysing Matrix S tubes (MP Biomedicals, #116921050-CF). Debris was removed by centrifugation. Protein was quantified using a Bradford assay and samples were diluted in Laemmli sample buffer, resolved in 4–20% precast mini gradient SDS-PAGE gels and transferred onto a Nitrocellulose membrane. Membranes were stained with Ponceau-S solution, blocked and incubated with a primary antibody that detects the electron transport chain subunits NDUFB8 (Complex I), SDHB (CII), UQCRC2 (CIII), MTCO1 (CIV), ATP5A (CV) (Abcam, #ab110413) and a secondary antibody (Dako, #P0260). eIF2 (Cell Signaling Technology, #9722) was used as a loading control. Antibody binding was detected using Pierce™ ECL chemiluminescence horseradish peroxidase (HRP) substrate detection kit (Thermo Scientific, #32106). Quantification was performed using FusionCapt Advanced v17.04.

### 2.5 Myonuclear isolation

Freshly prepared nuclei isolation media 1 and 2 (NIM1 and NIM2) and homogenization buffer (according to ref. [20]) were placed on ice. Nuclei were isolated from selected *quadriceps* muscles of 3 samples. All samples and buffers were kept on ice during the procedure. All steps were performed in the cold room. Muscles were removed from the −80 °C freezer and 150 mg of crushed tissue was transferred to Fastprep® 2 ml lysing matrix tubes containing a metal bead. 1 ml of freshly prepared homogenization buffer was added to the muscles, and the mixture was incubated on ice for 5 min. The samples were briefly vortexed and incubated another 5 min on ice. Subsequently, the tissue was homogenized using the MP Biomedicals™ FastPrep-24™ homogenizer, undergoing 2 cycles of 10-second shakes with a 1-minute break in between. After a further 5-minute incubation on ice, the homogenized samples were filtered through a Falcon® 100 um cell strainer into 50 ml tubes. Upon short spinning, the suspensions were filtered through Falcon® 50 um cell strainers into new 50 ml tubes. Tissue remnants on the strainers were rinsed with nuclei suspension buffer (1% BSA, 0.4 U/ul RNase inhibitor in DPBS). The 50 ml tubes were centrifuged at 700×*g* and 4 °C for 5 min. Pellets were resuspended in 1 ml of the suspension, which were transferred into pre-cooled 1.5 ml tubes by filtering throughs 30 um MACS® SmartStrainers. Rabbit anti-PCM1 antibody (1:200, Sigma Aldrich, HPA023370) was added to the samples and the mixtures were incubated for 45 min while slowly rotating. After centrifugation at 700×*g* and 4 °C for 5 min, the samples were washed once with LS Column buffer (0.5% bovine serum albumin, 2 mM EDTA, 1X RNasin® Plus Ribonuclease Inhibitor in DPBS). The pellets were resuspended in 80 ul of the suspension and subsequent magnetic labeling and separation of PCM1-labelled myonuclei was performed according to the manufacturer's protocol. In short, myonuclei were conjugated with anti-rabbit IgG microbeads (Miltenyi, #130-048-602). Samples were applied onto LS columns that were equilibrated with LS column buffer three times. Myonuclei were eluted into 15 ml tubes with 5 ml of LS column buffer after removing the column from the magnetic stand. The magnetic separation of myonuclei was repeated a second time and the final elutions were performed with 5 ml nuclei suspension buffer. After centrifugation at 750×*g* and 4 °C, the pellets were resuspended in 100 ul of supernatant. 1 ul of the samples were mixed with 9 ul of nuclei suspension buffer containing 1:1000 DAPI to determine nuclei count using a Neubauer chamber.

### 2.6 ATAC-sequencing and analysis

50′000 myonuclei were used to prepare ATAC-seq libraries, as previously described [21]. Briefly, nuclei were transposed using Tagment DNA TDE1 enzyme (Illumina, #20034197) at a final concentration of 145 nM in a buffer consisting of Tagment DNA buffer, digitonin, Tween-20, PBS and water as described [21]. DNA fragments were then barcoded using IDT® DNA/RNA UD Indexes (Illumina, #20027213), amplified and purified. DNA quality and quantity were assessed using Qubit fluorometer (Thermo Scientific) and Bioanalyzer 2100 (Agilent). Paired-end sequencing of the ATAC-seq libraries was performed using the Illumina NovaSeq 6000. Reads were trimmed using Trimmomatic version (v) 0.39 [22] using the parameters ILLUMINACLIP:/∼/NexteraPE-PE.fa:2:30:10:8:true MINLEN:60. Read quality was assessed using MultiQC v.1.11 [23] before and after trimming. Reads were mapped to the reference genome GRCm39 [24] and directly sorted by Bowtie v2.4.4 [25] and Samtools v1.15 [26], using the command bowtie2 and samtools sort with the parameters --very-sensitive -k 10 -p 8 –x. Peak calling was performed by Genrich v.0.6.1 (https://github.com/jsh58/Genrich) using the parameters -j -y -r -e chrM -v. Principal Component Analysis of normalized read counts for accessible regions was performed using DiffBind v.3.4.11 (https://bioconductor.org/packages/release/bioc/vignettes/DiffBind/inst/doc/DiffBind.pdf). Differential peak binding was computed using DESeq2-assisted analysis within the DiffBind package. Differential peaks were annotated using ChIPseeker v1.30.3 [27], utilizing proximity relation to nearest genes by the transcriptional start site (TSS), 5′ untranslated region (UTR), 3′UTR, exon, intron, downstream or intergenic regions, in that order of priority. Transcription factor activity networks were inferred using the software Cis-Regulatory Element Motif Activities (CREMA) (https://crema.unibas.ch/crumara/), which infers motif activity networks based on identified cis-regulator elements from chromatin accessibility data on the genome-wide scale. Chromatin accessibility changes were allocated based on changes, i.e. opening or closing of chromatin, in any of the exercised muscles compared to sedentary baseline control.

### 2.7 RNA isolation

Crushed *quadriceps* muscle tissue was further homogenized using Lysing Matrix D tubes (MP Biomedicals 6913-500). Muscle homogenates collected in TRI Reagent (Sigma–Aldrich, #T9424), and RNA was extracted and purified using the RNeasy kit (Qiagen, #74104). RNA quality was assessed using Bioanalyzer 2100 (Agilent).

### 2.8 RNA-sequencing and analysis

RNA-seq libraries were prepared using a TruSeq RNA Library Prep Kit version (v) 2 (Illumina, #RS-122-2001). Paired-end sequencing was performed using the Illumina NovaSeq 6000. Reads were mapped to reference genome GRCm39 using STAR [28]. Counts were quantified using salmon v 1.5.0 [29] and transcript per million (TPM) values were collected to form a count matrix. The gene expression data obtained from bulk muscle was subsequently stratified using the ATAC-seq results. The latter were obtained from myonuclei based on PCM1-based sorting, and are devoid of marker genes for mononuclear cells (Suppl. Fig. S4a). Thus, a list of myonuclear genes with ATAC-seq peaks was compiled, further stratified by differential accessibility in any of the conditions and time points. By limiting the RNA-seq analysis to genes that overlap with the myonuclear ATAC-seq-derived gene list, we deconvolved transcriptional changes observed in RNA-seq into myonuclear and mononuclear origins.

### 2.9 Gene Ontology analysis

Gene Ontology (GO) analysis was performed on ATAC-seq, RNA-seq and proteomic data using the Database for Annotation, Visualization and Integrated Discovery v6.9 (DAVID; https://david.ncifcrf.gov/) [30,31]. To accommodate the prediction of chromatin accessibility (from the ATAC-seq) to gene annotation, no background lists were used.

### 2.10 Transcription factor activity

Activity of transcription factors was analyzed for ATAC-seq data using Cis-Regulatory Element Motif Activities (CREMA; https://crema.unibas.ch/crumara/).

### 2.11 Statistics

Statistical significance of *in vivo* data was determined using GraphPad Prism v8.0 using unpaired two-tailed t-tests, indicated in figure legends accordingly. These were applied after confirming data normality using QQ-plots. P values < 0.05 were considered significant. Values are expressed as mean ± SD. Differential accessibility was calculated by comparing peaks of all conditions to sedentary. A significance cutoff of FDR<0.05 was applied.

## 3 Results

### 3.1 Endurance training amplifies rapid exercise-induced chromatin closing

Mice were endurance trained with continuous access to voluntary running wheels throughout the training period (Suppl. Fig. 1a). Trained mice showed enhanced performance and VO_2_ peak in maximal capacity tests when compared to untrained mice (Suppl. Fig. 1b–c). Muscles of trained mice portrayed muscular adaptations characteristic of this type of training [32], including *soleus* hypertrophy and increased expression of electron transport chain subunits (Suppl. Fig. 1d–f).

Chromatin accessibility landscapes of myonuclei, isolated from sedentary, as well as trained and untrained mice sacrificed at 0 h, 6 h and 72 h after an acute bout of exhaustive treadmill running were mapped using ATAC-sequencing (ATAC-seq). The purity of the myonuclear fractions used for ATAC-seq is evident by the absence of sequencing reads forming peaks in marker genes of mononucleated cells that are found in bulk muscle tissue of sedentary mice (Suppl. Fig. 2a). Principal component (PC) analysis revealed no clear separation of samples along the PC1 and PC2 axes, even though the 0 h samples cluster in the lower right, and the 72 h and sedentary samples in the upper left quadrant, hinting at a multicomponent contribution to the separation of early events at 0 h from the rest (Figure 1A). We associated the differentially accessible regions, based on the comparison between baseline sedentary and the exercised samples, to genes through proximity relation to the closest genomic region, prioritizing the TSS. We then stratified the regions that were associated to genes according to the direction of change in chromatin accessibility (gain or loss) compared to sedentary, baseline control muscle. Chromatin accessibility changes (compared to the sedentary state) were prominent in distal regulatory regions, including intergenic regions and introns (∼76.8%) and in promoters (∼10.5%) (Suppl. Fig. 2b).

**Figure 1:**
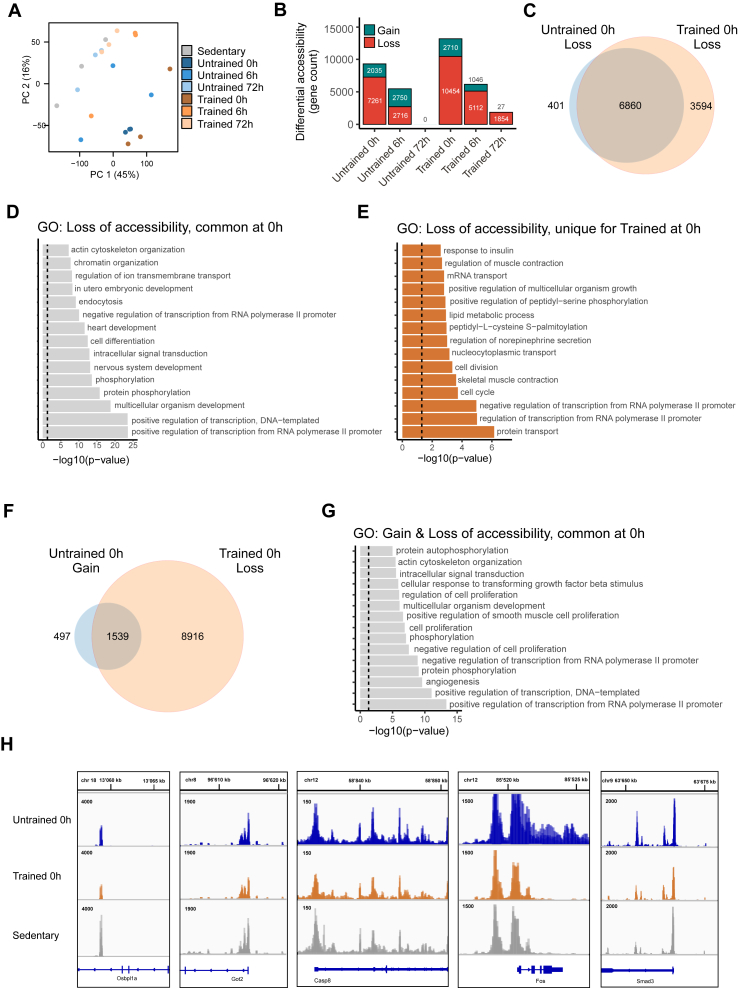
**Endurance training enhances rapid exercise-induced chromatin closing.** (**A**) PC1 and 2 coordinates of normalized read counts for accessible regions from ATAC-seq. (**B**) Differential accessibility events, divided by gain or loss of accessibility, associated to gene names by closest transcriptional start site (**C**) Venn diagram of genes associated to regions that lost accessibility at time point 0 h, compared to sedentary. (**D**) Top 15 Gene Ontology (GO) biological process (BP) terms, enriched in genes with chromatin accessibility loss at 0 h, common for untrained and trained conditions. (**E**) Top 15 GO BP terms, enriched in genes unique to trained 0 h in chromatin accessibility loss. (**F**) Venn diagram of genes associated to gained accessibility in untrained 0 h, and lost accessibility in trained 0 h. (**G**) Top 15 GO BP terms enriched in genes of the overlap between untrained 0 h-gained and trained 0 h-loss of chromatin accessibility. (**H**) Representative genome browser view of chromatin accessibility peaks of genes that show differential accessibility at 0 h post-exercise. *Osbpl1a*: similar loss in trained and untrained muscle; *Got2*, *Casp8*: loss primarily in the trained state. *Fos*, *Smad3*: gain in the untrained, loss in the trained state. In 1 A, B, C, F: Differential accessibility (loss & gain): every condition vs. sedentary, FDR<0.05. In 1D, E, G: Dashed line indicates a significance threshold of P = 0.05.

This analysis revealed a notable overrepresentation of chromatin accessibility loss acutely after exercise, with most accessibility lost at time point 0 h for untrained and trained muscle. Chromatin closure in untrained muscle progressively declined at 6 h to complete absence at 72 h (Figure 1B). In contrast, gain of accessibility was greater at 6 h compared to 0 h, but also gone at 72 h in untrained muscle. Endurance training amplified the loss of chromatin accessibility at all time points, while retaining the temporal pattern with a peak at 0 h. The majority of the accessibility loss found in the untrained condition at 0 h was shared with the trained condition (Figure 1C). Overall, a general attenuation of change in accessibility in both training states is indicated by the large overlap between the regions in all three time points, indicated by the small numbers of regions that are exclusively observed at later time points (Suppl. Fig. 2c–f). A notable exception is found in gain-of-accessibility in the untrained muscle in which a majority of number of regions (∼55%) arose *de novo* at the 6 h time point (Suppl. Fig. 2c–f). Gene ontology (GO) analysis of genes that undergo common loss of accessibility showed enrichment in multiple terms that reflect the acute exercise phase, namely chromatin and transcriptional regulation, phosphorylation and signal transduction (Figure 1D). Genes associated to loss of accessibility that is unique to trained muscle showed enrichment in metabolic terms such as lipid metabolic process and response to insulin (Figure 1E). Unique for untrained muscle were enriched terms associated to the immune system (Suppl. Fig. 3a). Given that the number of genes with gained chromatin accessibility in untrained 0 h (Figure 1B and 2′035 genes) has a proportional similarity with the excess loss of accessibility observed in trained 0 h when compared with untrained 0 h (Figure 1B and 3′193 genes based on the difference between 10′454 of the trained and 7′261 genes of the untrained at 0 h), we hypothesized that this may reflect an overlap of genes showing opposite accessibility changes in response to training. Indeed, 76% of the genes associated to gained accessibility in untrained muscle at 0 h post-exercise undergo closing in its trained counterpart (Figure 1F). Terms associated to this overlap include transcriptional regulation, angiogenesis and growth (Figure 1G). However, these genes only contribute to around 15% of all of the genes with loss of accessibility in the trained muscle at 0 h, indicating a much larger specification in the trained muscle beyond the reversal from regions with gain-of-function in the untrained muscle (Figure 1F). The opposite direction, gain of accessibility in trained with loss of accessibility in untrained muscle at 0 h also yielded significant overlap (Suppl. Fig. 3b). Of note are terms intracellular signal transduction and nervous system development (Suppl. Fig. 3c). At time point 6 h, we observe a similar pattern as in 0 h of overrepresentation of chromatin closing in the trained condition (Figure 1B). Of note, 51% of the accessibility gained in untrained muscle at 6 h post-exercise corresponds to genes that undergo chromatin closing in trained muscle (Suppl. Fig. 3d). The genes that contribute to this overlap enrich in GO terms, some of which are the same as observed in the 0 h post-exercise comparison (Figure 2B,C), including positive regulation of transcription from RNA polymerase II promoter, positive regulation of transcription - DNA templated, angiogenesis, protein phosphorylation or multicellular organism development (Suppl. Fig. 3e). Examples of different patterns of chromatin accessibility changes are depicted (Figure 1H). Altogether, these signatures, which exhibit both shared and distinct patterns of change in the acute phase post-exercise, along with their functional annotations, suggest a training-induced specification of the chromatin accessibility landscape.

**Figure 2:**
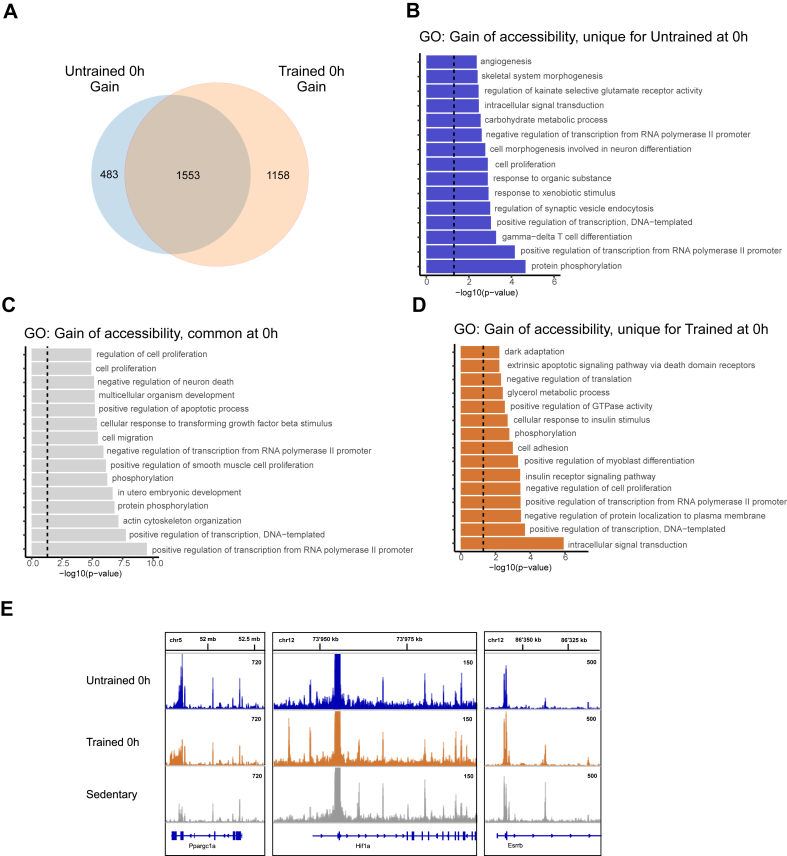
**Gain of chromatin accessibility contributes to a training-specific post-exercise response.** (**A**) Venn diagram of genes associated to regions that gained accessibility at time point 0 h, compared to sedentary. (**B**) Top 15 Gene Ontology (GO) biological process (BP) terms, enriched in genes with chromatin accessibility gained at 0 h, unique for the untrained condition. (**C**) Top 15 GO BP terms, enriched in genes with chromatin accessibility gain at 0 h, common for untrained and trained conditions. (**D**) Top 15 GO BP terms, enriched in genes unique to trained 0 h in chromatin accessibility gain. (**E**) Representative genome browser view of chromatin accessibility peaks of genes that show differential accessibility. *Ppargc1a*, *Hif1a*, *Esrrb*: gain and loss of chromatin accessibility in different intragenic regions. In 2 A: Differential accessibility (gain): every condition vs. sedentary, FDR<0.05. In 2 B, C, D: Dashed line indicates a significance threshold of P = 0.05.

### 3.2 Gain of chromatin accessibility contributes to training-specific post-exercise response

To further investigate post-exercise chromatin remodeling and its role in the acute phase, associated with prominent gene induction, we focused on the gain of chromatin accessibility at the 0 h time point. Genes associated with gain of accessibility showed slightly smaller overlaps (49%) between trained and untrained muscle (Figure 2A) compared to loss of accessibility (63%) (Figure 1C). Unique gains of accessibility in the untrained condition reflect immune, metabolic and neuron-related processes (Figure 2B). Genes that undergo gain of accessibility in both untrained and trained muscle revealed terms related to phosphorylation, growth and apoptosis (Figure 2C). Terms enriched for genes with gained accessibility in the trained condition only included signal transduction and insulin signaling (Figure 2D). Both shared and unique gains of accessibility for trained and untrained muscles exhibit similar GO terms as found for accessibility loss, for example regulation of transcription. Per gene, multiple peaks that indicate changes in accessibility are often found, which however can be in opposite directions (Figure 2E). This observation underlines the complexity of gene regulation through chromatin remodeling. Chromatin accessibility results therefore can only meaningfully be interpreted together with gene expression data. Furthermore, prediction or experimental validation of regulatory factor recruitment to this region, e.g. that of transcription factors activating or inhibiting gene expression, help to further analyze this type of data.

### 3.3 Chromatin accessibility changes are robust and retained beyond the acute exercise phase due to training

Next, we explored whether accessibility changes are retained over time, by comparing gene overlaps between time points 0 h, 6 h and 72 h post-exercise in the untrained and trained conditions. When focusing on the subsets of genes marked by loss of accessibility, we observed substantial overlaps between multiple time points within the untrained or trained condition, which shows retention of this loss over time (Figure 3A). Here, we assigned colors by selecting unique retention, or longer retention within one condition (orange for trained, blue for untrained) to address the effect of training. The number of genes that show longer retention across two or three time points is higher in trained muscle, which is not matched in the untrained condition. This is in part explained by the absence of loss of accessibility at time point 72 h in untrained muscle. Strikingly, the majority of genes that show loss of chromatin accessibility in the 72 h time point for trained muscle is shared with other time points. This reflects a robust effect of changes acquired at earlier time points. The GO terms associated with these genes that retain more loss of chromatin accessibility in the trained condition, or for longer (orange), again show terms that match training adaptations, for example nervous system development, hypoxia response and angiogenesis (Figure 3B). Analyzing the gene overlaps across time in gain of accessibility yielded more retention in the untrained condition (blue) (Figure 3C). These genes were enriched for more GO terms associated with the nervous system and metabolism (Figure 3D). Overall, these findings suggest that chromatin accessibility changes persist over time in a robust manner. Training enhances the stability of the alterations with regard to loss of accessibility in particular, up until 72 h post-exercise. Finally, the highest number of chromatin accessibility changes associated with genes are found at 0 h: intriguingly, most of these occur uniquely in the trained state (2′794 genes/regions), indicating a high degree of specification, followed by 2′413 genes with associated chromatin regions that are shared between the 0 h time points in untrained and trained muscle marked by loss of accessibility (Figure 3A). The subsequent groups include 1′450 genes/regions with a higher retention in the trained state (0 h in untrained, 0 h and 6 h in trained), 1′306 genes/regions with unaltered kinetics (found in both untrained and trained 0 h and 6 h time points), and 888 genes/regions with higher retention in the trained muscle (0 h and 6 h in the untrained, 0 h, 6 h and 72 h in the trained).

**Figure 3:**
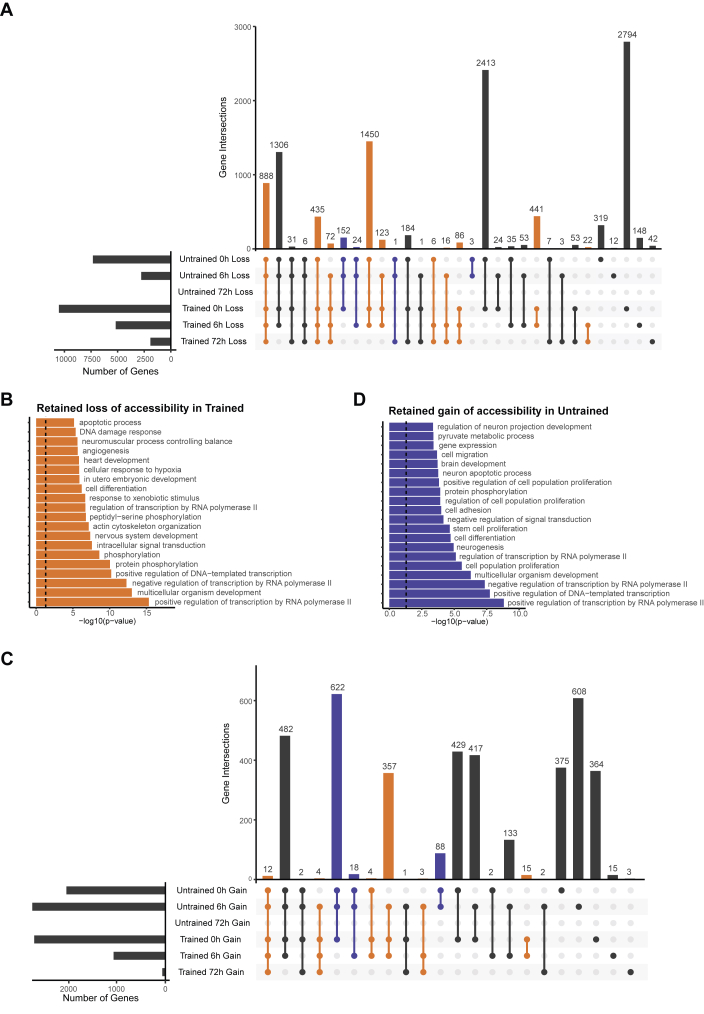
**Training state-linked chromatin accessibility changes are robust and retained beyond the acute exercise phase.** (**A**) Intersections of genes associated to regions that lost chromatin accessibility. Intersection colors indicate retention of genes across two or more time points, with larger retention in the trained condition (orange) or untrained condition (blue). (**B**) Top 15 Gene Ontology (GO) biological process (BP) terms, enriched in genes with chromatin accessibility loss that is retained in the trained condition (sum of orange in panel A). (**C**) Set intersections of genes associated to regions that gained chromatin accessibility. Intersection colors indicate retention of genes across two or more time points, with larger retention in the trained condition (orange) or untrained condition (blue). (**D**) Top 15 GO BP terms, enriched in genes with chromatin accessibility gain retained in the untrained condition (sum of blue subsets in panel C). In 3 B, D: Dashed line indicates a significance threshold of P = 0.05.

### 3.4 Exercise-induced, myonuclei specific genes associated to chromatin accessibility changes show varying expression patterns

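Bulk RNA of quadriceps muscle was sequenced from male C57/Bl6 mice of 7 groups with 3 libraries each. These were sedentary mice and untrained or trained mice at 0 h, 6 h and 72 h after an exhaustive treadmill test. Trained mice had run on wheels for 12 weeks, and no trained mice were sampled without the test, so that a difference from sedentary mice holds both the bout and, in trained mice, the training. The authors sequenced paired ends of TruSeq libraries, mapped the reads to GRCm39 with STAR and quantified them with salmon 1.5.0. The deposited values are in TPM for 53738 genes, and 36627 of these were above 0 in at least 1 library. TPM values keep no read numbers, so the depth of the libraries is unknown; their totals over the listed genes were 997304 to 997921 TPM, and 11048 to 11890 genes per library reached 1 TPM. Mitochondrially encoded transcripts held 37.75% to 48.0% of the TPM of a library. This share differed between groups. It was 42.17% to 46.95% in sedentary muscle and 37.75% to 40.59% over the 0 h libraries of both training states. At 6 h it was 40.58% to 43.74% in untrained and 45.67% to 46.98% in trained muscle, and 46.66% to 48.0% in trained muscle at 72 h. The untrained 0 h replicate 1 and the trained 0 h replicate 1 have equal values at all of their 25037 detected genes, whereas no other of the 210 pairs of libraries shares more than 10. Because the labels do not say which group this library belongs to, it was left out of both, before any test was run, which leaves 2 libraries in each 0 h group and 19 in all. The libraries of a group were taken as separate animals. Genes with at least 1 TPM in at least 3 libraries (12865 genes) were tested in 1 limma-trend fit on log2(TPM + 0.5), a scale that understates the fold changes of genes with low levels. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 0.585 in either direction, the thresholds of Figure 4A.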

Next, we wanted to assess the impact of chromatin accessibility changes on the transcriptomic level. Thus, to extrapolate the ATAC-seq findings in myonuclei to bulk RNA-seq data, we compiled a subset of genes whose regulation was associated with differential chromatin accessibility found in the myonuclear fraction in any of the exercise and training conditions compared to sedentary controls. Thus, a list of genes that most likely are myonuclear-specific was derived from the ATAC-seq data, which subsequently was compared to the RNA-seq results obtained from bulk muscle. Thereby, a prediction for the stratification of bulk sequencing data into myonuclear and mononuclear cell gene expression was achieved. 

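Markers of mononuclear cells were present in every bulk library beside those of myofibers. On the log2(TPM + 0.5) scale, the mean over 11 myofiber markers was 9.89 to 10.21 across the 19 libraries, and that over 11 macrophage and monocyte markers was 1.62 to 2.72. The means over 9 markers of fibro-adipogenic progenitors were 3.85 to 4.75 and over 10 endothelial markers 2.92 to 3.38. Cd68, a lysosomal protein of macrophages, rose in untrained muscle at 6 h by 1.62 (log2, standard error 0.20, adjusted p = 0.000207 from limma) to 5.06 ± 1.54 TPM (SD, n = 3), from 1.29 ± 0.288 TPM (n = 3) in sedentary muscle. At 72 h in untrained muscle, the macrophage list as a whole was higher than in sedentary muscle, with a median log2 fold change of 0.41 over its members and 1 of 11 called (camera from limma, adjusted p = 8.34e-07, and adjusted p = 0.548 with an estimated correlation). In trained muscle at 6 h, 2 of these 11 markers were lower than in untrained muscle and none was higher (3 lower when adjusted over the list alone; camera, adjusted p = 0.000709, and adjusted p = 0.77 with an estimated correlation). Of the endothelial markers, Cldn5, a tight junction protein, was called lower in untrained muscle at 6 h, and of the fibro-adipogenic markers Ly6a was called higher there and Col3a1 lower in trained muscle at 6 h. Of 9 markers of smooth muscle and pericytes, Pdgfrb was called lower in untrained muscle at 0 h, and of 6 markers of tendon cells Scx was called lower in trained than in untrained muscle at 6 h. Cldn5 lost its call without any 1 sedentary library or without untrained 6 h replicate 2 or 3 (adjusted p from 0.0572 to 0.0948 in limma). Col3a1 lost it without any 1 sedentary or untrained 72 h library, trained 6 h replicate 1 or 2 or trained 72 h replicate 2 (0.0503 to 0.142). Scx lost it without untrained 6 h replicate 2 or any 1 trained 6 h library (0.0616 to 0.13). Pdgfrb lost it without untrained 0 h replicate 3 (0.112) or sedentary replicate 3, and Ly6a without sedentary replicate 1 or untrained 6 h replicate 2 or 3, where its fold change fell short of the threshold. Of 3 markers of satellite cells, 5 of Schwann cells, 7 of adipocytes and 5 of erythroid cells, limma called 0 in the 9 comparisons, with 6, 1, 2 and 7 tests at an unadjusted p under 0.05. As a list, the adipocyte markers were higher in trained muscle at 72 h (camera, adjusted p = 0.0045, and adjusted p = 0.77 with an estimated correlation). The list of genes that the paper takes as myonuclear was not used here, and all counts in bulk RNA cover every gene tested.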

The myonuclear subset accounts for 23% of all genes identified in bulk RNA-seq data from muscle tissue (Suppl. Fig. 4a). The majority of these genes were associated to loss of chromatin accessibility, while also a substantial number of genes was associated to both gain and loss. This is due to the presence of chromatin accessibility changes in multiple genomic regions associated to the same gene. We then discerned how many of the myonuclei-specific, exercise induced transcripts show significant up- or downregulation in the different conditions, and whether this was associated to chromatin accessibility loss, gain or either of the two within the same gene. 

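Right after the bout, inducible chaperone genes were higher than in sedentary muscle in both untrained and trained mice. Hspa1b, an Hsp70 chaperone that may share reads with its paralog Hspa1a, rose from 0.589 ± 0.0808 TPM (SD, n = 3) in sedentary muscle to 121 ± 0.377 TPM (n = 2) in untrained and 63.3 ± 45 TPM (n = 2) in trained muscle. The log2 fold changes were 6.80 (standard error 0.45, adjusted p = 1.42e-06 from limma) and 5.67 (standard error 0.45, adjusted p = 4.67e-06). Dnajb1, a co-chaperone of Hsp70, rose by 5.46 in untrained and by 5.00 in trained muscle (log2, adjusted p = 3.31e-08 and 3.57e-08 from limma). Of 21 heat shock genes, 13 rose in untrained and 13 in trained muscle, and none fell (16 and 15 rose when adjusted over the list alone). In trained muscle 10 of them rose when the libraries were scaled by median of ratios, by quantiles or without mitochondrially encoded genes. As a list they were higher by camera (adjusted p = 1.83e-25 in untrained and 3.93e-19 in trained muscle), with an adjusted p = 0.0647 and an adjusted p = 0.112 with an estimated correlation. Slc25a25, a mitochondrial ATP-Mg/phosphate carrier, rose by 5.71 in untrained (standard error 0.60, adjusted p = 5.23e-05 from limma) and by 5.77 in trained muscle (adjusted p = 4.42e-05). Aplnr, the receptor of apelin, fell from 2.38 ± 0.358 TPM to 0.24 ± 0.0235 TPM in untrained and 0.336 ± 0.0838 TPM in trained muscle, log2 fold changes of -1.95 and -1.78 (adjusted p = 2.02e-06 and 3.62e-06 from limma). Efna1, an ephrin ligand, fell by 1.16 on the log2 scale in trained muscle (standard error 0.16, adjusted p = 0.000559 from limma). Against sedentary muscle, 414 genes were called in untrained muscle (349 higher and 65 lower) and 449 in trained muscle (421 higher and 28 lower). Other scalings gave fewer higher and more lower genes: 279 and 103 in untrained and 287 and 67 in trained muscle with quantiles, and 293 and 89, and 322 and 54, without mitochondrially encoded genes. With the library listed in both groups kept in both, the counts were 492 (408 higher and 84 lower) and 509 (458 higher and 51 lower). In the direct test of trained against untrained muscle at 0 h, limma called 0 genes, with 590 genes at an unadjusted p under 0.05, and 0 with that library kept in both. Which of the 2 counts is larger is not stable: without sedentary replicate 1 they were 345 in untrained and 342 in trained muscle. Without mitochondrially encoded genes in the scaling they were 382 and 376.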

At time point 0 h, we found a higher number of up- and downregulated genes associated mainly to loss of accessibility in trained muscle, when comparing to the untrained muscle (Figure 4A, Suppl. Fig. 5). This transcriptional difference due to training status was partially dampened at 6 h post-exercise, with similar numbers between upregulated genes in trained and untrained conditions, while the number of downregulated genes remained higher in the trained compared to the untrained data. 

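At 6 h, genes of heat shock and of mechanical stress were lower in trained than in untrained muscle. Hspa1b, whose reads may be shared with Hspa1a, stood at 136 ± 40.6 TPM (SD, n = 3) in untrained and 4.23 ± 3.21 TPM (n = 3) in trained muscle, a log2 difference of -5.01 (standard error 0.40, adjusted p = 2.18e-05 from limma). Ankrd1, a stretch-responsive protein of the sarcomere, stood at 113 ± 55.2 TPM and 9.39 ± 9.7 TPM, a difference of -3.90 (standard error 0.53, adjusted p = 0.001 from limma). Conversely, Sln, a small inhibitor of the calcium pump SERCA, was higher in trained muscle, at 5.68 ± 2.32 TPM against 0.851 ± 0.412 TPM (log2 difference 2.17, standard error 0.33, adjusted p = 0.00235 from limma). Of the 21 heat shock genes, 16 rose against sedentary muscle in untrained and 8 in trained mice, and 12 were lower in the direct comparison at 6 h (17, 10 and 14 when adjusted over the list alone). Camera gave an adjusted p = 1.02e-32 for the list in untrained muscle, 4.28e-12 in trained muscle and 4.88e-21 in the direct comparison, and with an estimated correlation an adjusted p = 0.0401, p = 0.294 and p = 0.109. Of 15 genes of myogenesis and mechanical stress, 11 rose in untrained muscle, 4 rose and 1 fell in trained muscle, and 8 were lower in the direct comparison (12, 5, 1 and 9 when adjusted over the list alone). For the direct comparison of this list, camera gave an adjusted p = 2.24e-09, and an adjusted p = 0.112 with an estimated correlation. Its members Csrp3, a LIM protein of the Z-disc, and Otud1, a deubiquitinase, were lower in trained muscle (log2 differences of -2.65 and -3.74, adjusted p = 0.00782 and 0.000428 from limma). Both calls were lost in limma fits to only the 2 groups compared (adjusted p = 0.272 and 0.16), and that of Csrp3 in the test against the fold threshold (0.146). Csrp3 was also lower in trained than in untrained muscle at 72 h, at 13.3 ± 3.35 TPM against 102 ± 15.7 TPM (log2 difference -2.91). Its difference at 6 h was thus no larger than that at 72 h. The macrophage marker Cd68 was also lower there, at 1.49 ± 0.404 TPM (log2 difference -1.47, adjusted p = 0.00118 from limma). Dusp18, a dual-specificity phosphatase, was higher in trained than in untrained muscle by 1.64 (standard error 0.17, adjusted p = 0.00015 from limma). Of 27 genes of the extracellular matrix, 6 fell in trained muscle against sedentary muscle and none rose (8 fell when adjusted over the list alone), among them Col15a1 (log2 fold change -1.32, adjusted p = 0.00741 from limma) and Col6a2 (-0.86, adjusted p = 0.00543). Col3a1, which is also 1 of the 9 markers of fibro-adipogenic progenitors, fell with them (-1.35, adjusted p = 0.0386), as the only marker called of the 9 (2 fell when adjusted over the list alone). For this list camera gave an adjusted p = 2.32e-05, and an adjusted p = 0.77 with an estimated correlation. Against sedentary muscle, 534 genes were called in untrained muscle (423 higher and 111 lower) and 481 in trained muscle (303 higher and 178 lower). In the direct comparison, 81 genes were higher and 173 lower in trained muscle, 254 in all. With mitochondrially encoded genes left out of the scaling, the counts were 400 higher and 167 lower in untrained muscle, and 397 higher and 172 lower in trained muscle. In the direct comparison 152 were then higher and 150 lower. Against the 72 h group of the same training state, 148 genes were lower in untrained and 109 in trained muscle. The 254 became 433 without untrained 6 h replicate 1 and 165 without untrained 6 h replicate 2. In a fit to only the 2 groups compared 30 genes were called, 18 of them among the 254, and in the test against the fold threshold itself 28.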

Finally, very few transcriptomic changes were seen 72 h post-exercise in either condition, which is in concordance with bulk muscle data post-exercise published previously [5]. 

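At 72 h, the clock genes Per1 and Arntl differed from sedentary muscle in trained mice, and in untrained mice 1 gene, Cd68, was called. Per1, a repressor of the circadian clock, rose from 2.01 ± 0.773 TPM (SD, n = 3) to 8.14 ± 1.79 TPM (n = 3) in trained muscle, a log2 fold change of 1.81 (standard error 0.26, adjusted p = 0.0105 from limma). Arntl, an activator of the clock also called Bmal1, fell from 8.28 ± 1.44 TPM to 2.29 ± 0.726 TPM, a log2 fold change of -1.67 (standard error 0.21, adjusted p = 0.00954 from limma). Without trained 72 h replicate 2 both calls were lost, at an adjusted p = 0.0864 for Per1 and 0.0634 for Arntl. Cd68 rose in untrained muscle to 4.71 ± 1.06 TPM, a log2 fold change of 1.53 (standard error 0.20, adjusted p = 0.0407 from limma). This call was lost without sedentary replicate 1 or 3, untrained 0 h replicate 2 or 3, untrained 6 h replicate 1, untrained 72 h replicate 1 or 2, trained 0 h replicate 2 or 3, or any 1 trained 72 h library (adjusted p from 0.0523 to 0.279). Of 19 genes of the circadian clock, Per1, Per2, Hlf and Usp2 rose and Arntl fell in trained muscle against sedentary muscle (7 rose and 3 fell when adjusted over the list alone). The same 5 genes and Ciart differed between trained and untrained muscle at 72 h, Arntl being lower and the others higher (7 higher and 2 lower when adjusted over the list alone). Camera gave an adjusted p = 6.07e-06 and 1.5e-10 for these comparisons, and with an estimated correlation an adjusted p = 0.242 and p = 0.0647. Usp2, a deubiquitinase of clock proteins, was higher in trained than in untrained muscle at 72 h by 1.36 (log2 difference, standard error 0.17, adjusted p = 0.00417 from limma). Tnfrsf12a, the receptor of the cytokine TWEAK, was lower there, at 3.61 ± 0.568 TPM against 11.2 ± 1.45 TPM (log2 difference -1.51, adjusted p = 0.00417 from limma). Of the 34 tested immediate early genes, limma called 0 at 72 h against sedentary muscle, with 3 in untrained and 6 in trained muscle at an unadjusted p under 0.05. Against sedentary muscle, 1 gene was called in untrained muscle, with 790 genes at an unadjusted p under 0.05, and 26 in trained muscle (13 higher and 13 lower). In the direct comparison 43 were called, 13 higher and 30 lower in trained muscle. With mitochondrially encoded genes left out of the scaling, 32 were higher and 10 lower in trained than in sedentary muscle, and 18 higher and 13 lower than in untrained muscle. Both counts depend on single libraries: the 26 became 0 without trained 72 h replicate 2, 12 without replicate 3, 6 without trained 6 h replicate 2, and 13, 9 and 14 without sedentary replicate 1, 2 or 3. The 43 became 3 and 15 without trained 72 h replicate 2 or 3, 13, 8 and 15 without untrained 72 h replicate 1, 2 or 3, 27 without trained 0 h replicate 2 or 3, and 28 without trained 6 h replicate 2. The paper's text does not give the time of day at which the muscles were taken.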

We then plotted the 1′848 genes that show up- or downregulation in at least one condition as z scores calculated from gene expression counts. This revealed various gene expression patterns, ranging from increased and decreased expression at different time points for untrained and trained muscles (Figure 4B). 

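Across the 6 comparisons with sedentary muscle, 1166 genes were called at least once, 9.06% of the genes tested. Of these, 854 rose in at least 1 comparison and fell in none, 302 fell in at least 1 and rose in none, 10 did both, and 627 were called in exactly 1 comparison. Ppargc1a, the transcriptional coactivator PGC-1α, peaked in trained muscle at 6 h, at 38.9 ± 9.75 TPM (SD, n = 3) against 3.9 ± 0.739 TPM (n = 3) in sedentary muscle, and stood at 4.04 ± 0.322 TPM in trained muscle at 72 h. Xirp1, an actin-binding protein of strained muscle, peaked in untrained muscle at 6 h, at 254 ± 66.4 TPM, and stood at 54.6 ± 34.7 TPM in trained muscle at 6 h. Myog, a transcription factor of muscle differentiation, peaked in trained muscle at 0 h, at 5.65 ± 2.47 TPM (n = 2). The group with the highest mean was trained 0 h for 306 of the 1166 genes, untrained 6 h for 282, trained 6 h for 198, untrained 0 h for 186, sedentary for 98, untrained 72 h for 69 and trained 72 h for 27. The lowest mean was in sedentary muscle for 367 genes, in trained muscle at 72 h for 250 and at 6 h for 242, and in trained muscle at 0 h for 19. These are ranks of means without a test of their own, and with quantile scaling 184 genes had their highest mean in trained muscle at 0 h.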

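Zc3h6, a zinc finger gene on chromosome 2 of GRCm39 from 128809292 to 128860988, had its lowest mean in trained muscle at 6 h, at 0.748 ± 0.142 TPM (SD, n = 3), against 1.22 ± 0.127 TPM (n = 3) in sedentary muscle. Fyn, a Src family kinase on chromosome 10 from 39244851 to 39442227, had its highest mean in trained muscle at 0 h, at 3.33 ± 0.968 TPM (n = 2), against 2.1 ± 0.0264 TPM (n = 2) in untrained muscle. Myh2, the myosin heavy chain of type IIa fibers on chromosome 11 from 67061838 to 67088989, stood at 116 ± 22.2 TPM (n = 3) in trained and 242 ± 50.7 TPM (n = 3) in untrained muscle at 72 h. None of these 3 differences passed the test. For Zc3h6 in trained muscle at 6 h against sedentary muscle the log2 fold change was -0.46 (adjusted p = 0.0635 from limma). For Fyn between trained and untrained muscle at 0 h it was 0.54 (adjusted p = 1), and for Myh2 between trained and untrained muscle at 72 h it was -1.05 (adjusted p = 0.0697). Zc3h6 passed with a pseudocount of 0.1 (log2 fold change -0.64, adjusted p = 0.0496), and its adjusted p ranged from 0.045 to 1 over the alternatives. Myh2 passed with a mean of at least 5 TPM as the filter (adjusted p = 0.0403) and without untrained 6 h replicate 1 (adjusted p = 0.045), over a range from 0.0403 to 1.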

Some patterns are illustrated in the depiction of individual genes with an exercise response in a temporal and/or training-state-dependent manner (Figure 4C). For example, the expression of the transcription factors Klf5 [33] and Essrg [34], both well-described exercise responsive genes, show a strong training-state dependency (Figure 4C). 

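Klf5, on chromosome 14 of GRCm39 from 99536086 to 99552473, rose in untrained muscle at 6 h, to 3.29 ± 1.4 TPM (SD, n = 3) from 0.709 ± 0.107 TPM (n = 3) in sedentary muscle. In trained muscle at 6 h it stood at 0.725 ± 0.156 TPM (n = 3). Esrrg, which encodes the estrogen-related receptor γ and lies on chromosome 1 from 187340988 to 187947082, rose in trained muscle at 6 h, to 10.6 ± 1.38 TPM (n = 3) from 3.67 ± 0.484 TPM (n = 3). In untrained muscle at 6 h it stood at 4.23 ± 0.718 TPM (n = 3). For Klf5 the log2 fold change in untrained muscle at 6 h was 1.59 (standard error 0.20, adjusted p = 0.000203 from limma), and the direct difference of trained from untrained muscle was -1.58 (adjusted p = 0.000694). For Esrrg the log2 fold change in trained muscle at 6 h was 1.41 (standard error 0.12, adjusted p = 3.37e-05 from limma), and the direct difference was 1.24 (adjusted p = 8.89e-05). In fits to only the 2 groups compared, the call of Klf5 in untrained muscle at 6 h was lost (adjusted p = 0.0685), as were the direct differences of Klf5 (0.167) and Esrrg (0.0813). That of Klf5 was also lost in the test against the fold threshold (0.0506). Neither gene was called at 0 h or 72 h; for Esrrg in untrained muscle at 0 h the log2 fold change was -0.54 (adjusted p = 0.033 from limma), short of the fold threshold. Both belong to a list of 24 genes of the PGC-1α network and exercise-responsive regulators, of which 4 rose in untrained and 5 in trained muscle at 6 h against sedentary muscle, and none fell (4 and 5 when adjusted over the list alone). Camera gave an adjusted p = 5.91e-08 for this list in trained muscle, and an adjusted p = 0.109 with an estimated correlation. In the direct comparison at 6 h, Esrrg, Esrrb and Ppara were higher in trained muscle and Klf5, Myf6 and Nr4a3 were lower. Esrrb, the estrogen-related receptor β, was higher by 0.91 (standard error 0.12, adjusted p = 0.00078 from limma). Ppara, a nuclear receptor of fatty acid catabolism, was higher by 1.45 (standard error 0.24, adjusted p = 0.00365 from limma). The calls of Esrrb and Ppara were also lost in limma fits to only the 2 groups compared (adjusted p = 0.0654 and 0.162), and in the test against the fold threshold. Ppargc1a itself rose by 2.65 in untrained and by 3.15 in trained muscle at 6 h (log2, adjusted p = 2.21e-06 and 3.64e-06 from limma), and the direct difference did not pass the test (0.50, adjusted p = 0.18).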

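Among the gene lists, those of protein degradation with the glucocorticoid response, of the insulin response, of the unfolded protein response and of inflammation held genes that rose after the bout. Of 30 genes of protein degradation and of the FoxO or glucocorticoid response, 8 rose at 0 h in untrained and 8 in trained muscle, and 12 and 7 at 6 h, and none fell (8, 9, 13 and 10 when adjusted over the list alone). With mitochondrially encoded genes left out of the scaling, 11 rose in trained muscle at 6 h. Ddit4, an inhibitor of mTORC1, rose by 3.89 in untrained and by 4.12 in trained muscle at 0 h (log2, adjusted p = 1.26e-05 and 6.27e-06 from limma). Gabarapl1, a protein of autophagosomes, rose by 1.52 in untrained muscle at 6 h (standard error 0.15, adjusted p = 3.1e-05 from limma). For this list at 6 h camera gave an adjusted p = 3.84e-11 in untrained and 9.04e-10 in trained muscle, and with an estimated correlation an adjusted p = 0.109 and p = 0.133. Of 31 genes of the insulin response, 3 rose at 0 h in untrained and 3 in trained muscle, among them Irs2, an adaptor of the insulin receptor, by 2.51 and 2.80 (log2, adjusted p = 1.29e-05 and 4.64e-06 from limma). At 6 h, 7 of them rose and 1 fell in untrained muscle and 3 rose in trained muscle (10, 1 and 3 when adjusted over the list alone). Tbc1d1, a Rab regulator of glucose uptake, rose to 20.3 ± 3.76 TPM (SD, n = 3) from 5.86 ± 1.76 TPM (n = 3) in untrained muscle at 6 h (log2 fold change 1.73, adjusted p = 0.000139 from limma). Of 17 genes of the unfolded protein and integrated stress response, 2 rose at 0 h in untrained and 2 in trained muscle, and at 6 h 5 rose in untrained and 0 in trained muscle, where 5 had an unadjusted p under 0.05 (3, 2, 6 and 0 rose when adjusted over the list alone). Hspa5, the chaperone BiP, rose by 0.87 in untrained muscle at 6 h (adjusted p = 0.00162 from limma). Of 14 genes of inflammation, 4 rose at 0 h and 5 at 6 h in untrained muscle (6 and 6 when adjusted over the list alone). In trained muscle 2 rose at 0 h, and 3 rose and 1 fell at 6 h (4 rose and 1 fell, and 3 and 1, when adjusted over the list alone). Ccl2, a chemokine for monocytes, rose by 1.85 in untrained muscle at 6 h (adjusted p = 0.000141 from limma). In trained muscle at 6 h, Ccl2 was lower than in untrained muscle (log2 difference -1.77, adjusted p = 0.000704 from limma), as was the macrophage marker Cd68. Among 25 genes of glycolysis, limma called 5 changes higher and 1 lower over the 9 comparisons. Of these genes, Hk2, a hexokinase, rose at 6 h by 1.36 in untrained and 1.44 in trained muscle (adjusted p = 0.00244 and 0.00205 from limma). Of 11 contractile genes of slow fibers, Myl3 and Tnnt1 fell in untrained muscle at 6 h, the only 2 calls of this list. Myl3, a myosin light chain, fell from 189 ± 49.6 TPM to 74.1 ± 8.02 TPM (log2 fold change -1.32, adjusted p = 0.00686 from limma). Tnnt1 fell from 89.2 ± 38.4 TPM to 35.7 ± 15.8 TPM (-1.30, adjusted p = 0.0481 from limma). Of 26 subunits of oxidative phosphorylation, limma called 0 in the 9 comparisons, with 32 tests at an unadjusted p under 0.05. Over all lists and comparisons, camera called 96 of 261 pairs with its preset correlation and 5 with an estimated correlation: the immediate early genes and those of them marked in Figure 5A at 0 h in both untrained and trained muscle, and the heat shock genes in untrained muscle at 6 h.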

Functionally, very similar GO terms emerged (Suppl. Fig. 4b) as in the previous analysis of the ATAC-seq data of all chromatin regions with changes in accessibility (Figures 1D–E, G, 2C–D, 3B, D, S3a, S3c). Moreover, it is clear that directionality of transcriptional change, i.e. up- or downregulation, is only loosely associated with gain- or loss of accessibility of chromatin, hinting at a complex regulatory mechanism.

**Figure 4:**
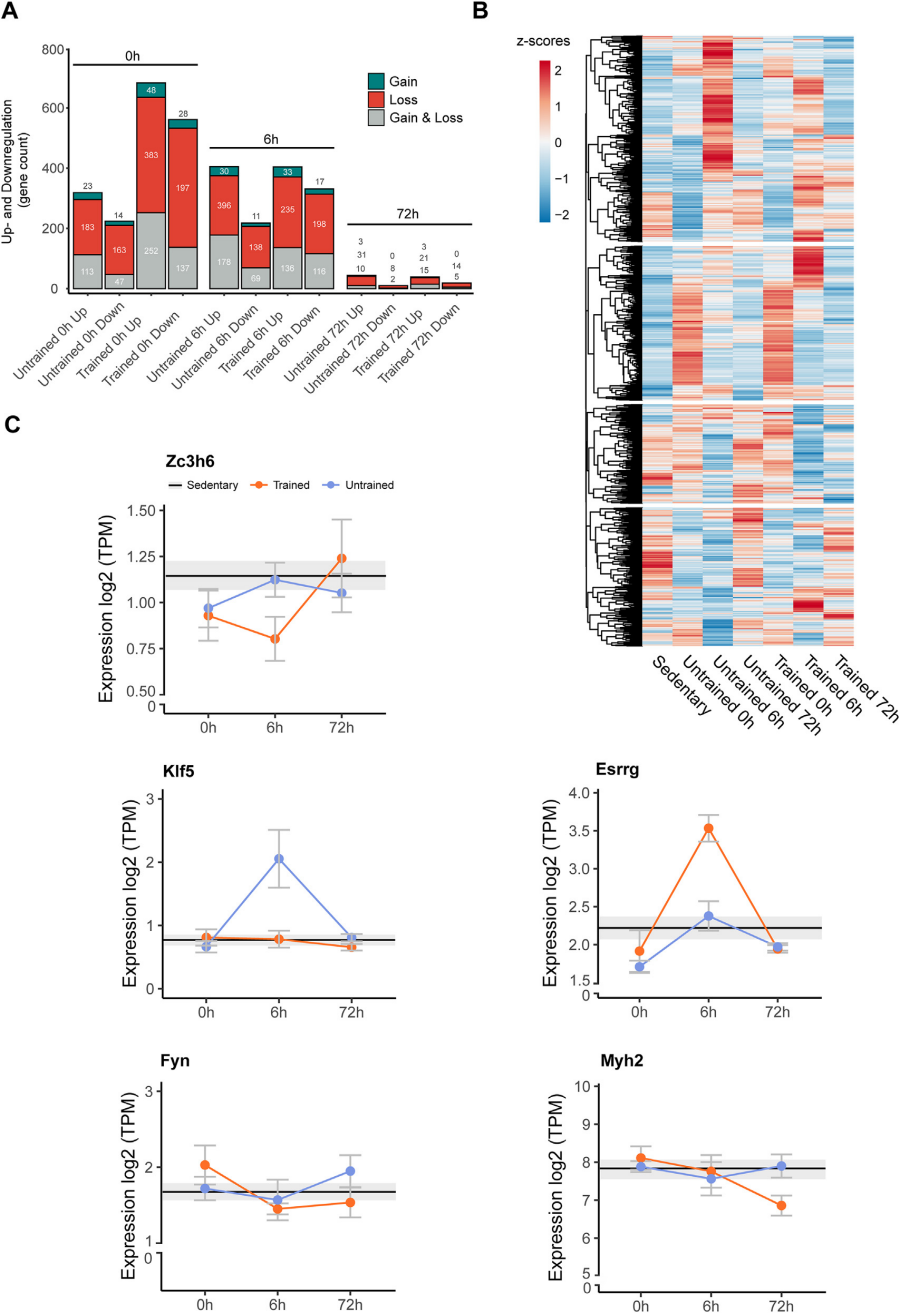
**Exercise-induced, myonuclei-specific genes associated to chromatin accessibility changes show different expression patterns.** (**A**) Number of genes significantly up- or downregulated (log2 fold change ± 0.585, FDR <0.05) and their association to gain, loss or gain and loss of chromatin accessibility of myonuclei-specific genes from Suppl. Fig. 4a. (**B**) Heatmap of z-scores [calculated as mean (log2 (TPM))] from gene expression data of genes associated with chromatin accessibility changes in ATAC-seq data, that show significant up- or downregulation (log2 fold change ± 0.585, FDR <0.05) in one or more conditions versus sedentary, clustered based on Euclidean distance. (**C**) Gene expression levels of genes (in Log2 TPM) present in subset of genes described in A-B.

### 3.5 Repression of immediate early transcription factors alters the transcriptional response post-exercise

To dissect the mechanism of training-induced differences in the transcriptional response to exercise, we performed Cis-Regulatory Element Motif Activities (CREMA) analysis on the chromatin accessibility changes. Among all detected motif activities, a subset of motifs (Cluster 1) displayed the most substantial training-dependent differences between the early post-exercise time points (0 h and 6 h), as compared to 72 h and the sedentary state (Suppl. Fig. 6). Even though a strong overlap in motifs between untrained and trained samples exist in this cluster, the temporal dynamics are often different. A few motifs are predicted to be strongly activated primarily in untrained muscle at 0 h, for example Atf6, while others, e.g. Jun, Fos or other immediate early genes such as Junb_Jund, Atf3, Cebpb, Nr4a2, Egr1 and Egr3, show an opposite pattern (Figure 5A–C). In general, many motifs are predicted to be activated in trained muscle in a more blunted and dispersed manner, thus both at 0 h and 6 h, while the same motifs clearly peak at 6 h in the untrained myonuclei, thereby exhibiting a delayed response. The transcription factors with significantly predicted changes in activity are involved in the regulation of many different cellular functions. As proof-of-concept, and based on the enrichment of transcription factors contributing to the early and intermediated stress response (marked in bold in Figure 5A) [35], we investigated this process in more detail. This pathway comprises a number of signaling and transcriptional events linked to a generic stress response upon various perturbations in different cell types [35]. Of note, even though this pathway is prominently engaged in acute exercise paradigms [6,10], the functional consequence is still poorly understood [33]. Thus, to assess the impact of these genes in myonuclei-specific exercise-induced gene regulation, we created a subset of the top 200 target genes of the motifs of these immediate early genes (1′221 in total), and plotted their transcriptional expression as z-scores. This showed distinct expression patterns, namely more pronounced upregulation at 0 h, followed by downregulation in later time points particularly in trained muscle (cluster 1), and upregulation at 6 h or 72 h in the untrained state (cluster 2 and 3) (Figure 5D). The chromatin accessibility changes present in these target genes that follow this pattern mirror this, showing a larger number of gained accessibility in the untrained 6 h condition, versus more loss of accessibility in its trained counterpart (Figure 5E). Altogether, this suggests a training-dependent mitigation of the immediate early stress response that is linked to the chromatin landscape.

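Transcripts of the immediate early genes rose at 0 h in both untrained and trained muscle, and at 6 h 11 of them were lower in trained than in untrained muscle. Fos, a subunit of the AP-1 transcription factor, stood at 78.3 ± 8.16 TPM (SD, n = 2) in untrained and 112 ± 23.6 TPM (n = 2) in trained muscle at 0 h, against 1.45 ± 1.73 TPM (n = 3) in sedentary muscle. At 6 h it stood at 11.9 ± 5.71 TPM (n = 3) in untrained and 1.04 ± 0.154 TPM (n = 3) in trained muscle. Atf3, a stress-induced repressor of the ATF family, stood at 109 ± 40 TPM in untrained muscle at 6 h and at 14.3 ± 15.8 TPM in trained muscle, where 1 library held 32.5 TPM and the other 2 held 6.94 and 3.56 TPM. Of 34 tested immediate early genes, 31 rose at 0 h in untrained and 31 in trained muscle, 16 rose at 6 h in untrained and 4 in trained muscle, and none fell (32, 32, 17 and 4 rose, and 2 fell in trained muscle at 6 h, when adjusted over the list alone). As a list they were higher at 0 h by camera, with an adjusted p = 4.97e-51 in untrained and 4.85e-51 in trained muscle, and with an estimated correlation an adjusted p = 0.0201 in both. In the direct comparison of trained with untrained muscle, limma called 0 of the 34 at 0 h (1 higher when adjusted over the list alone, and 4 at an unadjusted p under 0.05). At 6 h, 11 were lower and none higher (16 lower when adjusted over the list alone). For 6 h camera gave an adjusted p = 8.01e-12, and an adjusted p = 0.405 with an estimated correlation. The direct log2 difference at 6 h was -2.93 for Fos (standard error 0.50, adjusted p = 0.00472 from limma), -3.38 for Atf3 (standard error 0.55, adjusted p = 0.00324) and -2.03 for Ccn1, a secreted matrix protein (standard error 0.31, adjusted p = 0.00215). For Egr1, a zinc finger factor, it was -2.42 (adjusted p = 0.0278 from limma), and this call was lost without untrained 6 h replicate 2 (adjusted p = 0.124) or 3 (0.0535), or without trained 6 h replicate 2 (0.0836) or 3 (0.0963). In limma fits to only the 2 groups compared, the direct calls of Fos (adjusted p = 0.0576), Atf3 (0.235), Ccn1 (0.141) and Egr1 (0.166) were lost. Such fits also lost the rises of Fos against sedentary muscle at 0 h in untrained (0.0614) and trained muscle (0.0637), and at 6 h in untrained muscle (0.133). In the test against the fold threshold, the direct calls of Fos (0.0768), Ccn1 (0.0714) and Egr1 (0.687) were lost. Of the 10 factors whose motifs are marked in bold in Figure 5A, all 10 rose at 0 h in untrained and in trained muscle. At 6 h, 6 rose in untrained and 2 in trained muscle, and 5 were lower in the direct comparison (6 when adjusted over the list alone). The study chose these factors on the same muscles, so that their counts are not independent evidence. The median log2 fold change over all genes tested in trained muscle at 0 h was 0.12. The direct differences include any difference that training makes without a bout. The paper draws on motif activities predicted from accessibility, on the transcripts of the target genes of these motifs and on the accessibility changes in those genes. From these it proposes a milder early stress response after training that is tied to chromatin, and that sets in and subsides sooner in trained muscle. Neither the target genes nor accessibility were analysed here.

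**Figure D1:**
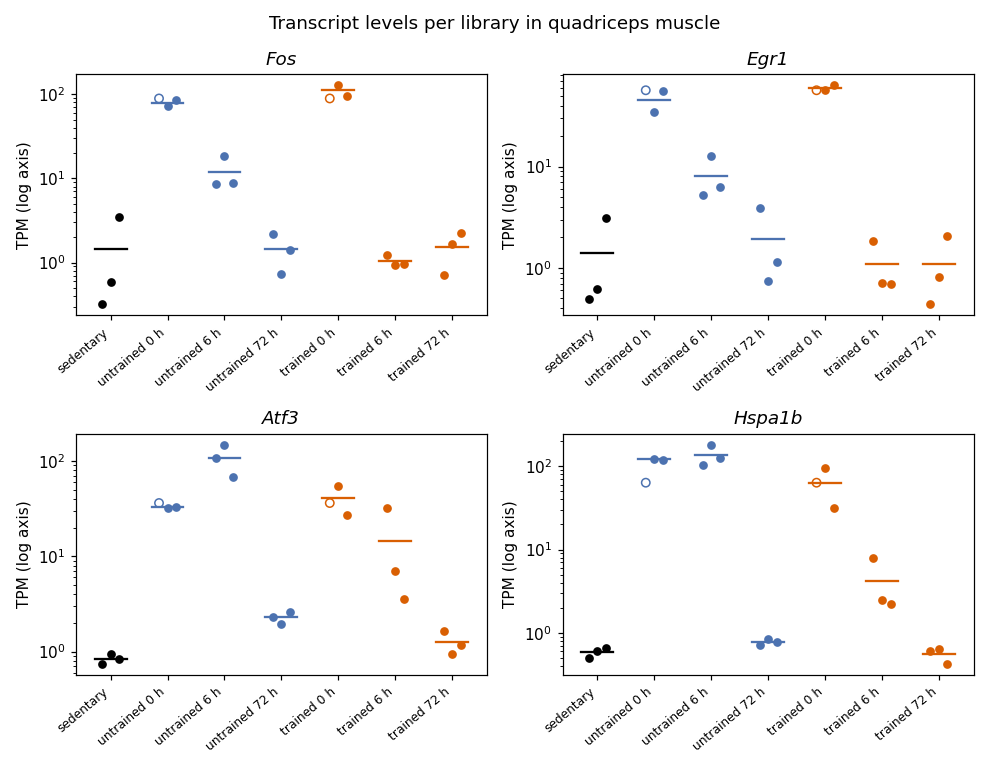
TPM of Fos, Egr1, Atf3 and Hspa1b in each library (points, log axis) by training state and hours after the bout, with sedentary muscle in black, untrained in blue and trained in orange, where horizontal lines give the group means and open circles mark the library listed in both 0 h groups, which the means leave out. For Fos, the trained 6 h libraries sit between 0.938 and 1.22 TPM and the untrained 6 h libraries between 8.51 and 18.5 TPM.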

**Figure 5:**
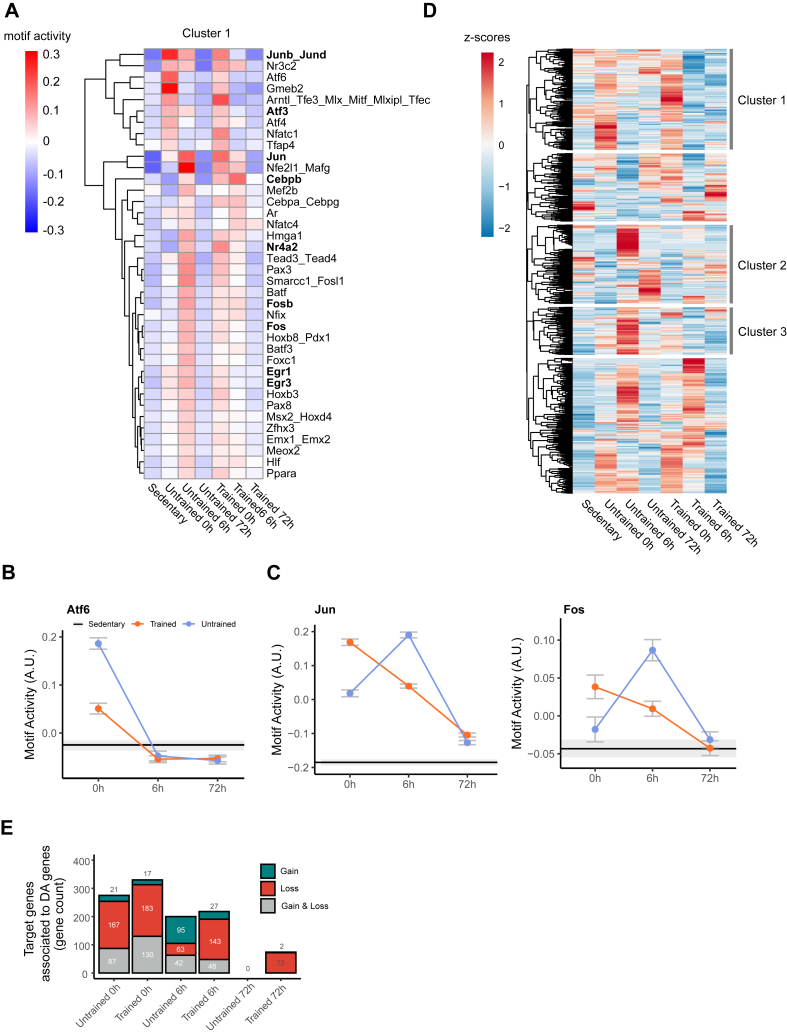
**Repression of immediate early transcription factor motif activities alters the transcriptional response post-exercise.** (**A**) Heatmap of motif activity (A.U) from ATAC-seq data, data was clustered based on Euclidean distances. Motifs for immediate early genes are marked in bold. (**B**–**C**) Motif activity (A.U.) plotted for motifs present in panel A. (**D**) Heatmap of z-scores [calculated as mean (log2 (TPM))] from gene expression data of the predicted top 200 target genes from motifs of interest (marked in bold in panel A), clustering based on Euclidean distances. (**E**) Number of target genes of immediate early gene motifs, extracted from clusters 1, 2, 3 in panel D, associated to gain or loss, or gain and loss of chromatin accessibility.

## 4 Discussion

Exercise-induced muscular adaptations are governed by multi-layered regulation. The substantial difference in the response of an untrained and a trained muscle to an acute exercise bout suggests the involvement of differential epigenetic regulation [5]. We now demonstrate that remodeling of chromatin accessibility could contribute to this training state-dependent process. 

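In the bulk transcripts, higher levels after the bout outnumbered lower ones at 0 h in both untrained and trained muscle. Genes called higher than in sedentary muscle made up 84.3% of the calls at 0 h in untrained and 93.8% in trained muscle, and 79.2% and 63% at 6 h. Otud1, a deubiquitinase, was among the higher genes at 0 h, by 4.62 in untrained and 4.93 in trained muscle (log2, adjusted p = 6.31e-05 and 3.75e-05 from limma). Errfi1, an inhibitor of the EGF receptor, rose by 2.38 and 2.77 (adjusted p = 8.67e-06 and 1.64e-06 from limma). Among the lower genes, Nr1d1, the clock repressor Rev-erbα, fell at 6 h from 53.3 ± 1.87 TPM (SD, n = 3) to 27.6 ± 3.55 TPM (n = 3) in untrained and 12.9 ± 2.68 TPM (n = 3) in trained muscle. Its log2 fold changes were -0.94 and -2.02 (adjusted p = 0.0015 and 2.27e-05 from limma). Fbn1, a fibrillin of the extracellular matrix, fell in trained muscle at 6 h by 1.02 on the log2 scale (standard error 0.19, adjusted p = 0.00373 from limma). The split moved with the scaling of the libraries, to which mitochondrially encoded transcripts contribute. With quantile scaling the share of higher genes was 73% in untrained and 81.1% in trained muscle at 0 h, and 70.7% and 60.7% at 6 h. With mitochondrially encoded genes left out of the scaling it was 76.7% and 85.6% at 0 h, and at 6 h 70.5% in untrained and 69.8% in trained muscle.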

In this study, we observed a surprising dominance of rapid loss of chromatin accessibility in muscle myonuclei despite an inverse distribution of up- and downregulated genes. The overrepresentation of loss of chromatin accessibility in our data is consistent with the finding that endurance training causes hypoacetylation of enhancers [17]. It is currently unclear how these changes are brought about, but prior studies have shown that the formation of heterochromatin and gene silencing can be induced by thermal and mechanical stress [[36], [37], [38]] - stimuli that are also implicated in the response of muscle to exercise [3]. It is likewise unknown to what degree past exposure to such perturbations can enhance these effects and prepare myofibers for future stress conditions.

Overall, no clear correlation between gain and loss of chromatin accessibility and the directionality of changes in gene expression emerged (Suppl. Fig. 5). This can be interpreted in various manners. First, changes in accessibility status were defined by specific statistical thresholds, which could preclude more precise comparisons of differences in peak amplitude. Moreover, we did not investigate how peak width, and hence coverage of genomic regions, was altered. Such changes could entail the ex- or inclusion of regulatory motifs for transcription factors and thereby also affect gene expression. Furthermore, transcriptional downregulation may depend much more on dynamic changes in chromatin accessibility than upregulation. Obviously, a temporal disconnect between changes in chromatin accessibility and gene transcription might exist, which, despite covering three time points in our study (0 h, 6 h, 72 h), might not be represented in our results due to temporal shifts between changes in chromatin accessibility and transcriptional regulation or transient (or non-productive) states that are incompletely recorded in the time points that were studied. Importantly, a direct correlation would only be expected in a subset of associations. For example, open chromatin can be permissive, poised or linked to an enhancer-promoter disconnect, in which case transcriptional control would only occur in specific contexts [39]. Moreover, increased chromatin accessibility can also accommodate the binding of transcriptional repressors, thereby confining gene expression [40]. In addition, various factors, including nucleotide positioning, DNA methylation, histone modifications, non-coding RNAs, cis-regulatory elements or the three-dimensional chromatin structure affect this process [41]. Thus, seemingly discordance between chromatin accessibility and transcriptional activity occurs, e.g. described in ref. [42], indicating that opening and closing of chromatin is permissive, but not strictly deterministic for gene expression changes. Nevertheless, for a subset of genes in our data, a better correlation exists. For example, loss of accessibility in trained muscle effectively suppressed the immediate early and intermediate stress response to exercise, affecting the predicted activity of various immediate early transcription factors, which will have to be experimentally confirmed. The activation of these factors, for example Fos and Jun, and the involvement in shaping the post-exercise transcriptional response in particular in untrained muscle has been reported previously [43,44]. We now provide an explanation for the temporal shift towards faster activation and attenuation in trained muscle based on the concomitant chromatin accessibility changes in this context. Accordingly, this could be linked to the shift in gene expression kinetics to earlier time points, and the larger proportion of transcriptional downregulation as previously reported in endurance trained muscle [5]. It is also conceivable that inverse relationships exist, i.e. gene expression changes, such as the induction of the peroxisome proliferator-activated receptor γ coactivator 1α (PGC-1α) leading to alterations in chromatin accessibility, in the case of PGC-1α by the recruitment of histone acetyltransferase, Mediator and Swi/Snf complexes to different regulatory regions [45]. A more fine-grained temporal analysis as well as targeted gain- and loss-of-function experiments could help to further elucidate such aspects in future studies. Intriguingly, some of the regulation exceeds a mere attenuation in a training state-dependent manner. For example, genes associated to regions with higher accessibility in the untrained muscle were found that underwent active closing in the trained samples, demonstrating context-dependent active remodeling. Moreover, more long-term effects were observed in the trained samples, persisting at 72 h post-exercise, a time point at which only very few genes still show altered transcription. Thus, chronic alterations in chromatin accessibility could be linked to corresponding epigenetic changes that prime trained muscle for a differential response to an acute exercise bout compared to untrained muscle. Therefore, the existence of closed chromatin regions at 72 h post-exercise in trained muscle could contribute to the concept of muscle memory, which proposes that long-lasting changes elicited by training persist periods of detraining, at least for a certain time, and subsequently facilitate training adaptations once exercise is resumed [13]. Chromatin accessibility could be linked to DNA methylation changes, which were observed at 24 h post-exercise in humans, and upon retraining, and thus have been associated with muscle memory [[13], [14], [15]]. We concede that our observations of retention of chromatin accessibility are limited to 72 h post-exercise, and therefore, to make stronger conclusions about muscle memory, longer time points will have to be assessed in future studies, optimally in different training paradigms and contexts. For example, resistance training-induced changes to the DNA methylome in human muscle are largely lost after 7 weeks of detraining [13]. In other modalities, e.g. high intensity interval training, methylation changes were retained even after 3 months [46]. Other factors such as diet [47] or disease [48] further modulate the skeletal muscle methylome in exercise.

In resistance exercise, DNA methylation signatures differ significantly between myonuclei and mononuclear cell nuclei [49]. In this study, the isolation of myonuclei from bulk tissue refined the mapping of muscle enhancers [18]. In a similar approach, we leveraged myonuclear ATAC-seq data on chromatin accessibility to gain novel insights into gene regulation in muscle fibers responding to acute endurance exercise bouts in a training state-dependent manner. Hopefully, future studies will aim at performing such experiments at the single nucleus level, enabling the analysis of individual myonuclear populations, integrating chromatin accessibility, DNA methylation, histone modifications and gene expression data. However, even at the level provided here, novel insights into the regulatory mechanisms and landscape of exercise adaptation are provided. These are crucial to understand how training adaptation is brought about, which is associated with powerful health benefits in a large number of different diseases [2], and projects these beyond muscle tissue [[50], [51], [52]]. Thereby, potential novel targets for the prevention and/or treatment of these pathologies could be identified.

## CRediT authorship contribution statement

**Laura M. de Smalen:** Writing – review & editing, Writing – original draft, Visualization, Validation, Methodology, Investigation, Formal analysis, Conceptualization. **Volkan Adak:** Validation, Methodology, Investigation, Formal analysis. **Aurel B. Leuchtmann:** Validation, Methodology, Investigation, Formal analysis. **Konstantin Schneider-Heieck:** Validation, Methodology, Investigation, Formal analysis. **Stefan A. Steurer:** Methodology, Investigation, Formal analysis. **Christoph Handschin:** Writing – review & editing, Writing – original draft, Validation, Supervision, Project administration, Funding acquisition, Formal analysis, Conceptualization.

## Declaration of competing interest

The authors declare the following financial interests/personal relationships which may be considered as potential competing interests: Christoph Handschin reports financial support was provided by Swiss National Science Foundation. If there are other authors, they declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

ATAC-seq data have been deposited in Gene Expression Omnibus (GEO) under accession number GSE302910. RNA-seq data have been deposited in GEO under accession number GSE302911. Other data will be made available on request.

# Supplementary material for: Endurance training promotes chromatin closure and timely repression of the post-exercise immediate early stress response
**Source:** Mol Metab. 2025 Jul 5;99:102206. doi: 10.1016/j.molmet.2025.102206

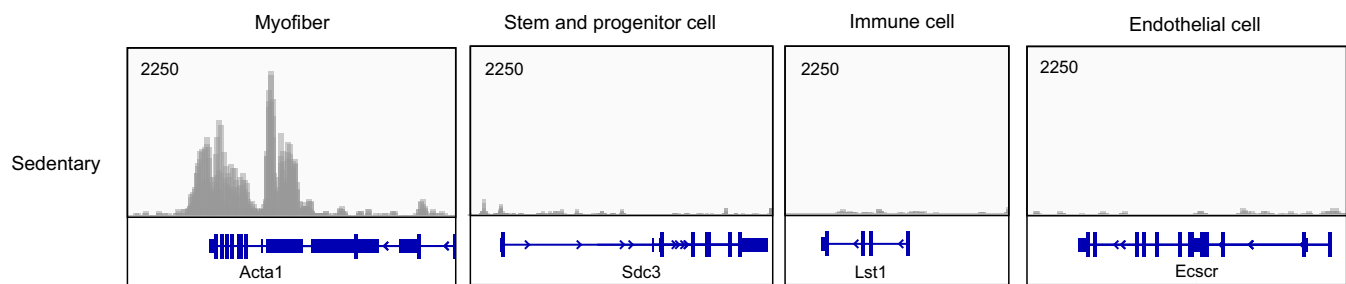

B

### Genomic Regions Distribution

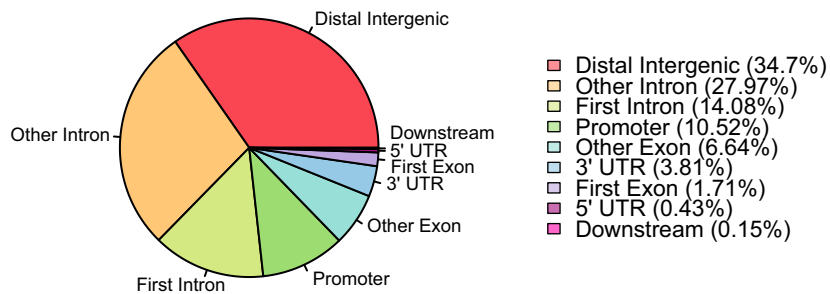

C

### Loss of accessibility

Untrained 0h

Untrained 6h

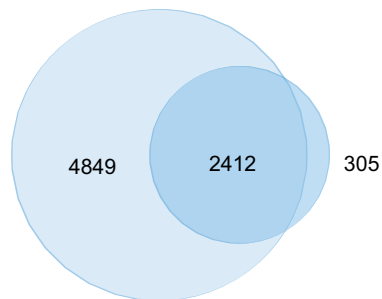

D

### Gain of accessibility

Untrained 0h

Untrained 6h

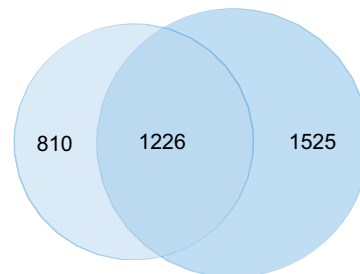

E

### Loss of accessibility

Trained 0h

Trained 6h

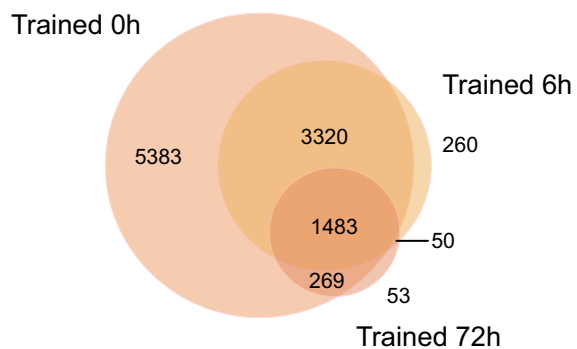

F

### Gain of accessibility

Trained 0h

Trained 6h

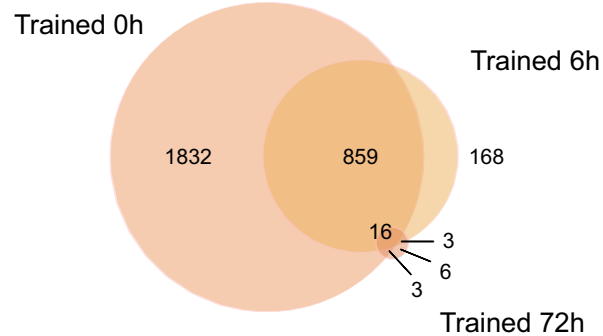

**Supplement:** Multimedia component 2 — Supplemental Figure 2. Localization and differences in chromatin accessibility across conditions. (A) Distribution of differential chromatin accessibility across the genomic regions. The results depicted from sedentary animals is representative of similar data in the other experimental cohorts. (B) Pie chart representing the average distribution of genomic regions of differential chromatin accessibility across all conditions. (C) Venn diagram of genes associated to lost accessibility in untrained 0h and 6h. (D) Venn diagram of genes associated to gained accessibility in untrained 0h and 6h. (E) Venn diagram of genes associated to lost accessibility in trained 0h, 6h and 72h. (F) Venn diagram of genes associated to gained accessibility in trained 0h, 6h and 72h.

# Supplementary material for: Endurance training promotes chromatin closure and timely repression of the post-exercise immediate early stress response
**Source:** Mol Metab. 2025 Jul 5;99:102206. doi: 10.1016/j.molmet.2025.102206

GO: Loss of accessibility, unique for Untrained at 0h

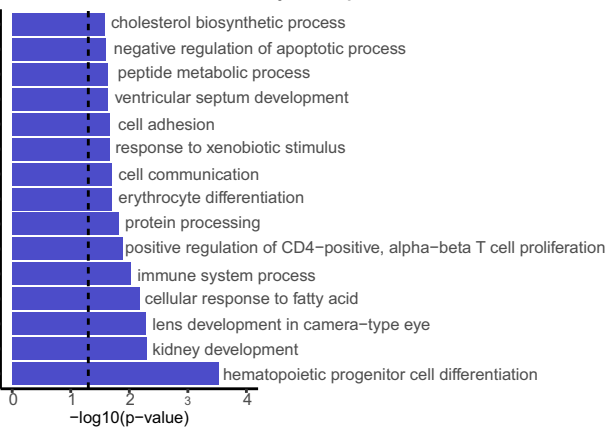

B

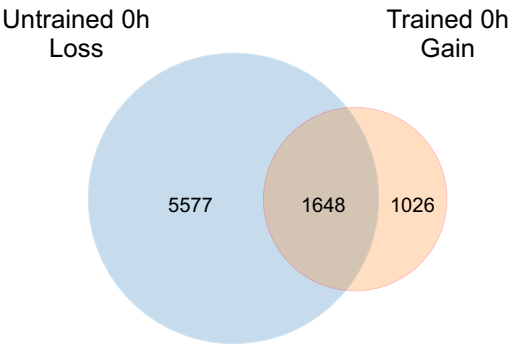

C

GO: Loss & Gain of accessibility, common at 0h

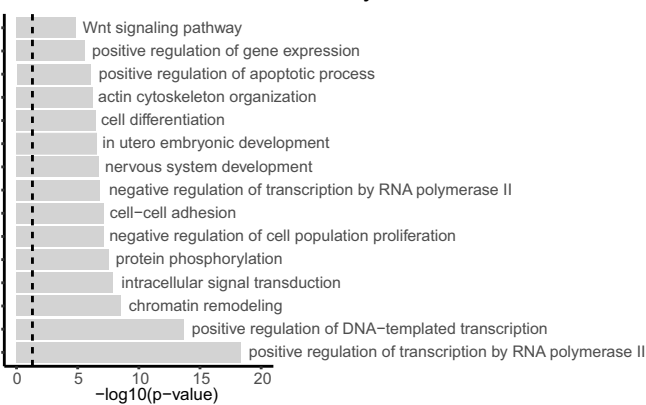

D

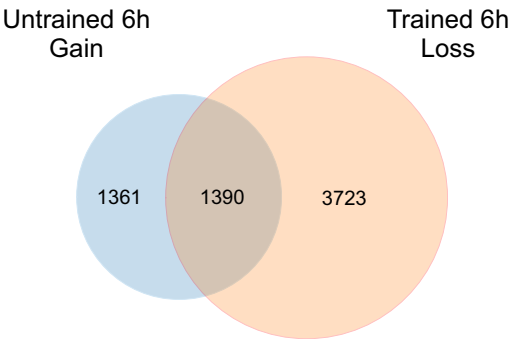

E

GO: Gain & Loss of accessibility, common at 6h

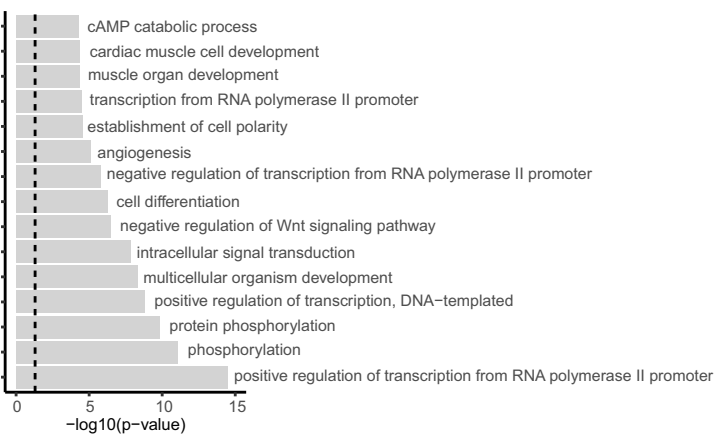

**Supplement:** Multimedia component 3 — Supplemental Figure 3. Characterization of chromatin accessibility changes (A) Top 15 Gene Ontology (GO) biological process (BP) terms, enriched in genes chromatin accessibility loss at 0h, only in untrained. (B) Venn diagram of genes associated to lost accessibility in untrained 0h, and gained accessibility in trained 0h. (C) Top 15 GO BP terms enriched in genes of the overlap between untrained 0h-lost and trained 0h-gain of chromatin accessibility. (D) Venn diagram of genes associated to gained accessibility in untrained 6h, and lost accessibility in trained 6h. (E) Top 15 GO BP terms enriched in genes of the overlap between untrained 6h-gained and trained 6h-loss of chromatin accessibility. In S2C: Differential accessibility (loss & gain): every condition vs. sedentary, FDR<0.05. In S2B, D: Dashed line indicates a significance threshold of P = 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

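Quadriceps muscle of male C57/Bl6 mice was profiled by bulk RNA-seq in 7 groups of 3 libraries: sedentary, and untrained or trained at 0 h, 6 h and 72 h after an exhaustive treadmill test. The labels number the libraries of each group, and the libraries were taken as separate animals. According to the paper's methods, the authors sequenced paired ends of TruSeq libraries, mapped the reads to GRCm39 with STAR and quantified them with salmon 1.5.0. The deposited table holds TPM values for 53738 genes in 21 columns, already scaled by the authors to a near-equal total in each library (997304 to 997921 over the listed genes). TPM values keep no read numbers, so the depth of a library and the counting error of a value are unknown, and no interval was computed from counts. The version of STAR, the gene annotation and any filter are not in the paper's text. Of the listed gene symbols, 50873 have exactly 1 gene of that name in GENCODE mouse release 39, on the GRCm39 build, which was used only for the positions of named genes.

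The comparisons, the test, the gene lists, the rule for the genes named and the alternatives were fixed before the data were examined, apart from the choices named as later ones. That plan counted 21 libraries with 3 per group. A check of all 210 pairs of columns found that the untrained 0 h replicate 1 and the trained 0 h replicate 1 hold the same value at every gene listed. Since the labels do not say to which group this library belongs, and its condition cannot be taken from its values, it was left out of both groups before any test was run. This departs from the plan. The tests at 0 h thus use 2 libraries per group. The values with the library kept in both groups, in the untrained group only or in the trained group only were added after seeing the data.

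Genes with at least 1 TPM in at least 3 libraries (12865 of 53738) were tested on log2(TPM + 0.5). A single fit to 19 libraries with 7 group means left 12 residual degrees of freedom, using limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend on the mean). The paper's text names no test for the RNA-seq values. The thresholds are those of its Figure 4A, an adjusted p under 0.05 (Benjamini-Hochberg within each comparison) and a log2 fold change beyond 0.585. There were 9 comparisons, each of 6 groups with the sedentary group and trained with untrained muscle at each time. Further contrasts took the 72 h group of the same training state as the reference and tested the difference of the responses. Because the sedentary libraries are shared by 6 comparisons, no overlap between those comparisons was tested.

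For 19 gene lists and 13 groups of cell type markers, 29 had at least 3 members among the tested genes. The markers of neutrophils, of T and NK cells and of B cells did not. Each list was compared with all other tested genes by camera from limma with a preset correlation of 0.01 between genes, adjusted over the 261 pairs of list and comparison, and again with the correlation estimated for each list. Members of a list were also counted with the adjustment over the list alone. The rule for the genes named took every gene that the paper names with transcripts or immediate early factors. It also took the 6 genes with the largest change in each direction of each comparison whose libraries all lie beyond those of the reference and whose mean reaches 2 TPM, without unnamed gene models, and up to 4 called members of each list. Members of small counts that this rule leaves out were named after their values were seen.

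The alternatives were pseudocounts of 0.1 and 1, no filter on low values, a mean of at least 5 TPM as the filter, median-of-ratios and quantile scaling, scaling without mitochondrially encoded genes, a robust spread, fits to only the 2 groups compared, the replicate number as a block, no fold threshold, a test against the fold threshold itself, the estimated correlation, and leaving out each library in turn. The fit was tested on simulated data with the means and spreads of the real genes, in which 200 genes were changed. The log values were drawn as independent normal values with the same spread of a gene in every group, as the fit assumes. They held no correlation between genes and no outlying library, so they do not show how the fit behaves where these occur. At a log2 change of 1 it recovered 76 of 100 genes in untrained muscle at 6 h and 73 of 100 in trained muscle at 0 h. At a log2 change of 2 it recovered 90 and 88, and 2 unchanged genes were called each time. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and the figure was drawn with matplotlib 3.10.9. The ATAC-seq data, the list of myonuclear genes and the target genes of the motifs were not used here.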

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

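Of the tests in this part, the counts of mitochondrial tRNA genes and the fits with the library listed in both 0 h groups were chosen after the result was seen.

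Transcript levels differed between trained and untrained muscle at 6 h and at 72 h in direct tests, which include any difference that training makes without a bout. At 6 h, 254 genes were called between trained and untrained muscle (433 without untrained 6 h replicate 1 and 165 without replicate 2), and at 72 h 43 genes (3 without trained 72 h replicate 2, and 8 to 28 without any 1 of 7 other libraries). Taking the 72 h group of the same training state as the reference, the response at 6 h differed between trained and untrained muscle for 76 genes, 41 of them with a higher and 35 with a lower response in trained muscle (1427 genes at an unadjusted p under 0.05). This count was 34 without untrained 72 h replicate 2, 43 and 44 without replicate 3 or 1 of that group, and 35 without trained 6 h replicate 3 or without trained 72 h replicate 2 or 3. For groups of 3 libraries there are 10 splits of the 6 libraries, too few for a share under 0.05. Every split but the real one mixes the 2 groups, so that a real difference between them widens the spread and lowers the calls. The counts of the other splits are thus not the number of calls that arise by chance. The real split called 254 genes between the groups at 6 h and the highest of the others 41, with 1 split as high as the real one counting itself. At 72 h the numbers were 43 and 2, again with 1 split. Against sedentary muscle, the real and the highest other split called 534 and 4 genes in untrained muscle at 6 h, 481 and 3 in trained muscle at 6 h, and 26 and 2 in trained muscle at 72 h, each with 1 split as high. In untrained muscle at 72 h the real split called 1 gene and the highest other 3, and 6 splits called at least 1.

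The genes higher in untrained than in trained muscle at 6 h might stem in part from immune cells entering the untrained muscle. Over 12 macrophage and monocyte markers the median log2 difference was 0.377 (SD 0.384), and over 8 neutrophil markers it was 0.18, with no neutrophil marker above 0.827 TPM on average in untrained muscle at 6 h. The larger median lies between the bounds set for and against this explanation, so a contribution of immune cells and a response within the fibers cannot be told apart for these genes. A difference that training makes in the fibers stays open, without a trained group sampled at rest.

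Genes of the circadian clock, which the paper does not discuss, were called in trained muscle at 72 h, 5 against sedentary muscle and 6 against untrained muscle. Without trained 72 h replicate 2 at most 1 clock gene was called in each, and without sedentary replicate 2 or trained 72 h replicate 3 the first was 3. With the library listed in both 0 h groups kept in both they were 3 and 3. The time of day at which muscles were taken is a candidate explanation for part of the genes called at 6 h as well. Of the 19 clock genes, 31.6% were called at 6 h in untrained and 26.3% in trained muscle, against 4.15% and 3.74% of all genes tested, ratios of 7.61 and 7.04. This is what a difference in the time of day needs, but no group was sampled at a second time of day, and an effect of the bout itself on the clock stays open. Per1 was highest at 0 h, with 18.4 and 20.2 TPM in the untrained and 27.7 and 19.8 TPM in the trained libraries used. The sedentary libraries held 1.19 to 2.73 TPM.

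Mitochondrial tRNA genes, also outside those the paper discusses, were lower in untrained muscle right after the bout. Of 22 tested, 11 were called lower than in sedentary muscle, with a median log2 fold change of -0.69, and 1 in trained muscle at 0 h, with a median of -0.41. Of the 15 other mitochondrially encoded genes tested, 2 were called higher and none lower in untrained muscle at 0 h, with a median of -0.06, and likewise 2 and none in trained muscle, with a median of -0.09. The count in untrained muscle was 11 with median-of-ratios and 9 with quantile scaling. It was 2 without untrained 0 h replicate 3 and 7 without sedentary replicate 2. The direct comparison of trained with untrained muscle at 0 h called at most 1 of the 22 under these scalings. These genes are shorter than the fragments that such libraries usually hold. No explanation was tested.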

How the results depend on the processing

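The fits with the library listed in both 0 h groups kept in 1 or both of them were chosen after seeing the data, and the other alternatives were planned.

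Of 79 changes of single genes reported in the text and followed through the alternatives, none reversed under an alternative. All 79 kept their call with a pseudocount of 0.1, median-of-ratios scaling and a robust spread, as did the 53 that were tested with a mean of at least 5 TPM as the filter. With no fold threshold no call could be lost, since the adjusted p stays the same. The call was lost for 2 with a pseudocount of 1, for 4 with no filter, for 1 with quantile scaling, for 1 without mitochondrially encoded genes in the scaling, for 3 with the replicate number as a block, for 35 in fits to only the 2 groups compared, for 34 in the test against the fold threshold and for 10 without any 1 library. With the library listed in both 0 h groups it was lost for 1 when kept in both, for 1 when kept in the untrained group only and for none when kept in the trained group only. Of 20 list results, 15 lost their call with an estimated correlation and 1 with the mean of at least 5 TPM. Without any 1 library none did. Where a count below moved, the cause was not tested, except that fits to 2 groups use fewer libraries and the higher filter tests fewer genes.

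Trained against untrained muscle at 0 h gave 1 gene with a pseudocount of 0.1, and untrained muscle at 72 h against sedentary muscle gave 0 with a pseudocount of 1 in limma (790 at an unadjusted p under 0.05 in the reported fit). With no filter, 9 genes were called in trained muscle at 72 h, 13 between the training states at 0 h and 22 at 72 h. With a mean of at least 5 TPM the counts were 180 and 301 in untrained muscle at 0 h and 6 h and 0 at 72 h, and 182 and 249 in trained muscle at 0 h and 6 h. Between the training states they were 1 at 0 h and 134 at 6 h, in at least 1 condition 548, with the 72 h reference 611, and for the difference of the 6 h responses 39. The number of changed genes with their highest mean in trained muscle at 0 h (306) became 190 with median-of-ratios and 184 with quantile scaling. Quantile scaling also gave 41 genes in trained muscle at 72 h and 2 between the training states at 0 h, and scaling without mitochondrially encoded genes 42 in trained muscle at 72 h.

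Fits to only the 2 groups compared gave 251, 210 and 10 genes in untrained muscle at 0 h, 6 h and 72 h, and 125, 259 and 17 in trained muscle. They gave 47 and 30 between the training states at 0 h and 6 h, 654 in at least 1 condition and 44 for the difference of the 6 h responses. With the replicate number as a block, 0 genes were called in untrained and 12 in trained muscle at 72 h. No pairing of the libraries by number was found, since the correlations of 30 same-number pairs were -0.075 to 0.07 and 4 of 15 libraries were closest to their own number. The 0 h groups were not part of this check, and it could miss a weak pairing. With no fold threshold the counts were 1143 in untrained muscle at 6 h, 747, 1308 and 50 in trained muscle at 0 h, 6 h and 72 h, 592 and 126 between the training states at 6 h and 72 h, 2483 in at least 1 condition and 3186 with the 72 h reference. The test against the fold threshold gave 119, 98 and 0 in untrained and 129, 12 and 0 in trained muscle. It gave 28 and 0 between the training states at 6 h and 72 h, 231 in at least 1 condition, 199 with the 72 h reference and 3 for the difference of the 6 h responses. With an estimated correlation 5 list tests were called, against 96. The library listed in both 0 h groups gave 15 genes in trained muscle at 72 h and 27 between the training states at 72 h when kept in both, 3 between the training states at 0 h when kept in the untrained group only, and 10 in trained muscle at 72 h when kept in the trained group only.

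Leaving out each of the 19 libraries in turn, where a lone library left at 0 h is assumed to vary like those of the other groups, gave 279 to 434 genes in untrained muscle at 0 h, 436 to 667 at 6 h and 0 to 4 at 72 h. In trained muscle it gave 284 to 506, 369 to 503 and 0 to 37, and between the training states 0 to 7, 165 to 433 and 3 to 54. The lowest and highest counts were 964 and 1325 in at least 1 condition, 1088 and 1321 with the 72 h reference, 34 and 108 for the difference of the 6 h responses, 235 and 353 for the highest mean in trained muscle at 0 h, and 85 and 101 for the list tests. Counts above 1 moved by over 1.5 times without trained 0 h replicate 2 in trained muscle at 0 h, where 1 library was left, and without untrained 6 h replicate 1 or 2 between the training states at 6 h (433 and 165). The count for the difference of the 6 h responses moved as well, from 76 to as low as 34, as given among the flagged results. At 72 h they moved in trained muscle without sedentary replicates 1 to 3 (13, 9 and 14), trained 6 h replicate 2 (6) or trained 72 h replicate 2 or 3 (0 and 12). Between the training states at 72 h they moved without untrained 72 h replicates 1 to 3 (13, 8 and 15), trained 0 h replicate 2 or 3 (27 each), trained 6 h replicate 2 (28) or trained 72 h replicate 2 or 3 (3 and 15). The depth of the libraries is unknown from TPM values, so no limit from depth was computed.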

Differences from the paper's values

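The fits with the library listed in both 0 h groups kept in 1 or both of them were chosen after seeing the values, and the other settings named here were fixed before the data were examined.

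The paper's counts of genes in Figure 4A cover its myonuclear subset, and the counts here cover all genes tested, at the same thresholds. The paper's text names no test for them. In untrained muscle at 0 h the paper shows about 220 lower genes in Fig. 4A, read by eye, and 65 were found here, with none of the 32 alternatives within 1.5 times. In trained muscle at 0 h it shows about 680 higher genes (Fig. 4A, read by eye), against 421 here. Within 1.5 times were the counts with the 72 h reference (524), a pseudocount of 0.1 (462), no fold threshold (700) and without sedentary replicate 3 (479), and the other alternatives were not. Chosen after seeing the values, the library listed in both 0 h groups gave 458 when kept in both and 463 when kept in the trained group only; the genes that the paper calls were not used here, so how many of them these fits drop was not counted. For lower genes in trained muscle at 0 h the paper shows about 560 in Fig. 4A, read by eye, against 28 here, and none of the alternatives came within 1.5 times. The labels printed within this bar add up to less than its height, but to more than 1.5 times the count here under every alternative. In the bar of higher genes in untrained muscle at 6 h the labels add up to more than its height, and the count here was within 1.5 times of either.

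At 6 h in untrained muscle the paper shows about 220 lower genes (Fig. 4A, read by eye), against 111 here. The 72 h reference (148), quantile scaling (156) and scaling without mitochondrially encoded genes (167) were within 1.5 times and the others were not. In trained muscle at 6 h it shows about 330 lower genes in Fig. 4A, read by eye, against 178 here, and a pseudocount of 0.1 (249) was the only alternative within 1.5 times. At 72 h in untrained muscle it shows about 44 higher and about 10 lower genes (Fig. 4A, read by eye), against 1 and 0 here from limma with 790 genes at an unadjusted p under 0.05, and none of the 31 alternatives came within 1.5 times of either. In trained muscle at 72 h it shows about 39 higher genes in Fig. 4A, read by eye, against 13 here. Median-of-ratios scaling (27) and scaling without mitochondrially encoded genes (32) were within 1.5 times and the others were not. The counts of higher genes in untrained muscle at 0 h and in both training states at 6 h, and of lower genes in trained muscle at 72 h, were within 1.5 times of the figure.

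The paper states that at 0 h trained muscle had more higher and more lower genes than untrained muscle. Here 421 against 349 genes were higher, in the paper's direction, and 28 against 65 were lower. For higher genes the order turned in fits to only the 2 groups compared (112 against 210). It also turned without trained 0 h replicate 2, which leaves 1 library in that group, whose count can fall for that reason alone. For lower genes the order did not turn under any alternative. For the genes called in at least 1 condition, the paper's text gives a larger number for its heat map in Figure 4B than the 1166 found here. With no fold threshold the number was 2483 here, with a pseudocount of 0.1 1367, and without untrained 6 h replicate 1 1325.

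Figure 4C of the paper shows Zc3h6, Fyn and Myh2 as genes with a response, and none of their changes was called here, while those of Klf5 and Esrrg at 6 h were. Zc3h6 was called in trained muscle at 6 h with a pseudocount of 0.1, and Myh2 between trained and untrained muscle at 72 h with a mean of at least 5 TPM as the filter and without untrained 6 h replicate 1. The axis of this figure is labelled as log2 TPM, and its levels matched those here on log2(TPM + 1). Of 35 levels, 0 differed on that scale and the largest gap was 0.175, against 1.585 on log2(TPM). Over the 10 levels at 0 h the largest gap was 0.175, and 0.03 with the library listed in both 0 h groups kept in both, a setting chosen after seeing the values, which was nearer to the figure for all 10.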

Other observations

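The fits with the library listed in both 0 h groups were chosen after the counts at 0 h had been seen. The other settings were planned, but their use to weigh the ratio at 0 h without mitochondrially encoded genes, and with the 72 h reference under other scalings, with another filter or without 1 library, was chosen after the counts had been seen too.

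Musk and Dok7, genes of the neuromuscular junction, rose at 6 h in both training states. Musk, the receptor kinase that clusters acetylcholine receptors, rose from 2.16 ± 0.462 TPM (SD, n = 3) in sedentary muscle to 8.22 ± 2.97 TPM (n = 3) in untrained and 7.38 ± 0.621 TPM (n = 3) in trained muscle. The log2 fold changes were 1.67 (adjusted p = 0.000232 from limma) and 1.58 (adjusted p = 0.000647). Dok7, its activator, rose by 1.23 in untrained (adjusted p = 2.72e-05) and by 0.97 in trained muscle (adjusted p = 0.000347). For both genes, each of the 3 libraries of either 6 h group lay above every sedentary library. Ache, the esterase of the junction, was lower in trained muscle at 6 h (log2 fold change -0.73, adjusted p = 0.0106), a call lost without trained 6 h replicate 1 (adjusted p = 0.0527). These were the members called of the 15 tested at 6 h, with the same counts when adjusted over the list alone, and between trained and untrained muscle at 6 h limma called 0 of the 15, with 2 at an unadjusted p under 0.05.

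Genes of angiogenesis and hypoxia changed in both directions, and of the 28 tested 4 rose and 1 fell at 0 h in untrained and in trained muscle (4 and 2, and 5 and 1, when adjusted over the list alone). With quantile scaling 3 fell in trained muscle and 2 in untrained muscle, where median-of-ratios scaling also gave 2. Those that rose were Thbs1, Adamts1, Adamts9 and Ccn1, and Aplnr fell. Thbs1, an inhibitor of vessel growth, rose from 1.31 ± 0.235 TPM (SD, n = 3) to 12.1 ± 0.575 TPM (n = 2) in untrained and 15.8 ± 4.1 TPM (n = 2) in trained muscle, log2 fold changes of 2.81 and 3.16 (adjusted p = 5.67e-05 and 1.85e-05 from limma). Rgcc, a regulator of the cell cycle induced by hypoxia, rose at 6 h by 2.30 in untrained and by 1.39 in trained muscle (log2, adjusted p = 8.14e-06 and 0.000979). Egln3, an oxygen sensor that marks HIF for decay, rose in trained muscle at 6 h from 6.29 ± 1.43 TPM to 29.2 ± 4.08 TPM (log2 fold change 2.14, adjusted p = 2e-04), and was higher there than in untrained muscle by 1.32 (adjusted p = 0.00732). Mt1, a metallothionein whose reads may be shared with Mt2, rose at 6 h by 3.09 in untrained and by 2.76 in trained muscle (log2, adjusted p = 8.14e-06 and 8.35e-05). Fkbp5, a target of the glucocorticoid receptor, rose in trained muscle at 6 h from 4.07 ± 0.23 TPM to 16.1 ± 4.6 TPM (log2 fold change 1.82, adjusted p = 0.000161).

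More genes were called against sedentary muscle in trained than in untrained muscle at 0 h, 449 against 414, a ratio of 1.08. A single outlying library is a candidate explanation, since the ratio fell to 0.99 without sedentary replicate 1. It was 1.1 and 1.18 without sedentary replicate 2 or 3. Among the 7 fits that leave out a library of these groups, the lowest ratio was 0.68, without trained 0 h replicate 2. The ratio also fell without trained 0 h replicate 3 and rose without either untrained 0 h library. Such fits leave 1 library in a 0 h group, whose count can fall for that reason alone. They thus cannot show whether a 0 h library is outlying. Scaling to a total that holds mitochondrially encoded transcripts is another candidate explanation. Without these genes in the scaling the counts were 376 in trained and 382 in untrained muscle, a ratio of 0.98. A training difference that is present without a recent bout stays open as well. With the 72 h group of the same training state as the reference the counts were 581 in trained and 338 in untrained muscle, a ratio of 1.72. This ratio was 0.99 with median-of-ratios and 1.01 with quantile scaling, but 2.35 with a mean of at least 5 TPM as the filter. It fell without trained 0 h replicate 2 and rose without either untrained 0 h library, fits that leave 1 library in a 0 h group. The direct test of the difference between these responses at 0 h called 0 genes in limma, with 1164 at an unadjusted p under 0.05. The library listed in both 0 h groups moved the ratio to 0.9 when kept in the untrained group only and to 1.22 when kept in the trained group only. In the direct comparison of trained with untrained muscle at 0 h limma called 0 genes, with 590 at an unadjusted p under 0.05.

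Symbols of short RNAs, such as microRNAs, small nucleolar RNAs and mitochondrial tRNAs, made up 14 of the 414 genes called in untrained muscle at 0 h, 5 of 449 in trained muscle at 0 h, 3 of 534 in untrained and 5 of 481 in trained muscle at 6 h. Such RNAs are poorly held by libraries of this kind. The first 2 principal components over the genes tested held 11.6% and 9% of the variance.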
